# Baf53a is involved in survival of mouse ES cells, which can be compensated by Baf53b

**DOI:** 10.1038/s41598-017-14362-4

**Published:** 2017-10-25

**Authors:** Bo Zhu, Atsushi Ueda, Xiaohong Song, Shin-ichi Horike, Takashi Yokota, Tadayuki Akagi

## Abstract

The human Baf (Brg1/Brm associated factor) complex, also known as the mammalian SWI/SNF chromatin-remodeling complex, is involved in a variety of cellular processes. The pluripotency and self-renewal abilities are major characteristics of embryonic stem (ES) cells and are regulated by the ES cell-specific BAF (esBAF) complex. Baf53a is one of the subunits of the esBAF complex. Here, we found that Baf53a was expressed in undifferentiated ES cells and that it interacted with Oct3/4. Analyses of tetracycline-inducible Baf53a conditional knockout ES cells revealed that the undifferentiated markers, including Nanog and Oct3/4, were expressed in Baf53a-deficient ES cells; however, growth of the cells was repressed, and expression of p53, p21, and cleaved Caspase 3 was increased. Cell death of Baf53a-deficient ES cells was rescued by overexpression of Baf53a, but not by the Baf53a M3 mutant (E388A/R389A/R390A). Interestingly, Baf53b, a homologue of Baf53a, rescued cell death of Baf53a-deficient ES cells. Baf53a-deficient ES cells overexpressing exogenous Baf53a or Baf53b remained in the undifferentiated state, proliferated, and repressed expression of p21. In summary, our findings suggest that Baf53a is involved in the survival of ES cells by regulating p53 and Caspase3, and that Baf53b is able to compensate for this functional aspect of Baf53a.

## Introduction

Mouse embryonic stem (ES) cells exhibit self-renewal capability and pluripotency. These abilities are maintained in the presence of leukemia inhibitory factor (LIF), which induces the intracellular JAK/STAT3 signaling pathway. Mouse ES cells are established from preimplantation embryos and maintain their full developmental potential in the presence of LIF; mouse ES cells are thus thought to exist in a naïve state. The ground state in naïve ES cells is achieved by the addition of inhibitors for the GSK3 and Erk signaling pathways in the culture medium^1–3^. Pluripotency of mouse ES cells is regulated by several transcription factors. Previously, we and others demonstrated that STAT3 activation is sufficient for the maintenance of undifferentiated status^4,5^, and Oct3/4 is one of the major regulators of pluripotency^6^. Based on these findings, we have identified several downstream targets of STAT3 and/or Oct3/4, or Oct3/4-interacting proteins. These include Zfp57, Eed, Dax1, Esrrb, Zfp296, ETV4/5 and so on^7–13^. Furthermore, an extended gene regulatory network tightly controls differentiation and proliferation of ES cells and participates in establishment of the pluripotency^14–16^. Recent computational analysis suggests that sets of defined transcription factors could generate naïve pluripotency of ES cells^17^.

In addition to transcription factors, chromatin regulators are also involved in the regulation of pluripotency in ES cells^18^. The Brg1/Brm-associated factors (Baf) complex, which is also known as the mammalian SWI/SNF ATP-dependent chromatin-remodeling complex, is known to affect the differentiation of embryonic and adult stem cells. A core factor of the complex, either Brg1 or Brm, is required for these processes^19–23^. The Baf complex consists of several subunits^24^ and compositions of the complexes are varied among each cell type. For example, Baf45a and Baf53a are subunits of a complex in neural stem/progenitor cells, which is known as the neural stem/progenitor BAF (npBAF) complex^25^. In post-mitotic neuronal cells, these two subunits are replaced with Baf45b/c and Baf53b, respectively, forming a neuron-specific BAF (nBAF) complex^25^. Embryonic stem cell-specific BAF (esBAF) complex consists of several subunits, including Brg1, Baf155, Baf60a, and Baf45d, and interacts with pluripotency-regulating transcription factors^26^. While the LIF/STAT3 signaling is the major regulator to maintain pluripotency in mouse ES cells, one of the polycomb group complexes, the polycomb repressive complex 2 (PRC2), enhances H3K27me3 to repress differentiation-associated gene expression. Brg1 of the esBAF complex is involved in the establishment of chromatin accessibility at STAT3 binding target sites and in the regulation of PRC2 function, thereby regulating the pluripotency in ES cells^27^. Importantly, the catalytic core component of Brg1 is required for the functional regulations of the esBAF complex. In addition, each subunit of the complex have critical functions that mediate physiological responses in ES cells, for example, Baf155, Baf250a, and Baf250b are known to regulate proliferation and differentiation in mouse ES cells^28–31^.

Baf53a (also known as Actl6a or Arp4) is one of the subunits that make up the npBAF and esBAF complexes and is expressed in several stem/progenitor cells, including neural progenitor cells, hematopoietic stem cells, epidermal progenitor cells, and ES cells. Forced expression of Baf53a together with Baf45a in neuronal progenitor cells prevented differentiation. When Baf53a was knocked down in neural progenitor cells, proliferation was impaired, indicating that Baf53a was required for proliferation of neural stem/progenitor cells^25^. Conditional knockout (cKO) of Baf53a in hematopoietic stem cells (HSCs) resulted in mice with bone marrow failure, aplastic anemia, and rapid death. Cell counts revealed a decrease in mature hematopoietic cells (*e.g*., macrophages, granulocytes, erythrocytes, B cells and T cells) and HSCs/progenitor cell fractions (*e.g*., common myeloid progenitors, megakaryo-erythrocyte progenitors, granulocyte-monocyte progenitors, and c-kit^+^ Lin^−^ Sca-1^+^ cells) in Baf53a cKO bone marrow, indicating an involvement of Baf53a in the proliferation and survival of hematopoietic cells^32^. Conditional KO of the Baf53a gene in epidermis cells resulted in cell cycle exit, terminal differentiation, and hypoplasia, whereas ectopic expression of Baf53a repressed Klf4 expression and enhanced epidermal progenitor state, suggesting that Baf53a prevented differentiation of epidermal progenitor cells^33^. Recently, Lu *et al*., demonstrated that knockdown of Baf53a expression by RNAi in ES cells induced reduction of pluripotent marker genes (Nanog and Oct3/4) and subsequent differentiation into primitive endoderm^34^. In summary, these observations suggest that Baf53a regulates characteristics typical of stem/progenitor cells, such as proliferation, differentiation, survival, and cell-fate determination. In the present study, we generated tetracycline (Tet)-inducible Baf53a cKO ES cells and found that Baf53a is involved in survival of ES cells.

## Results

### Expression of Baf53a in ES cells and interaction between Baf53a and Oct3/4

We first examined the expression of Baf53a mRNA in wild-type E14 ES cells and in ZHBTc4 (Tet-inducible, Oct3/4 cKO) ES cells. Quantitative RT-PCR analysis revealed that expression of Dax1, Rex1, and Zfp57 (undifferentiated state marker genes) in E14 ES cells was decreased after removal of LIF from the culture medium. In contrast, expression level of Baf53a mRNA in cell samples cultured in -LIF for 3 days was comparable to that of + LIF condition; Baf53a was reduced at 6 days after removal of LIF (Fig. 1A). Expression of Oct3/4, as well as its downstream target gene, Dax1, was completely repressed by Tet stimulation in ZHBTc4 ES cells (Fig. 1B). Expression of Baf53a was decreased by Tet stimulation, but its reduction was milder than the changes observed for Dax1 expression. Taken together, these results show that Baf53a is expressed in undifferentiated ES cells, and its expression is retained under our differentiation condition.

**Figure 1:**
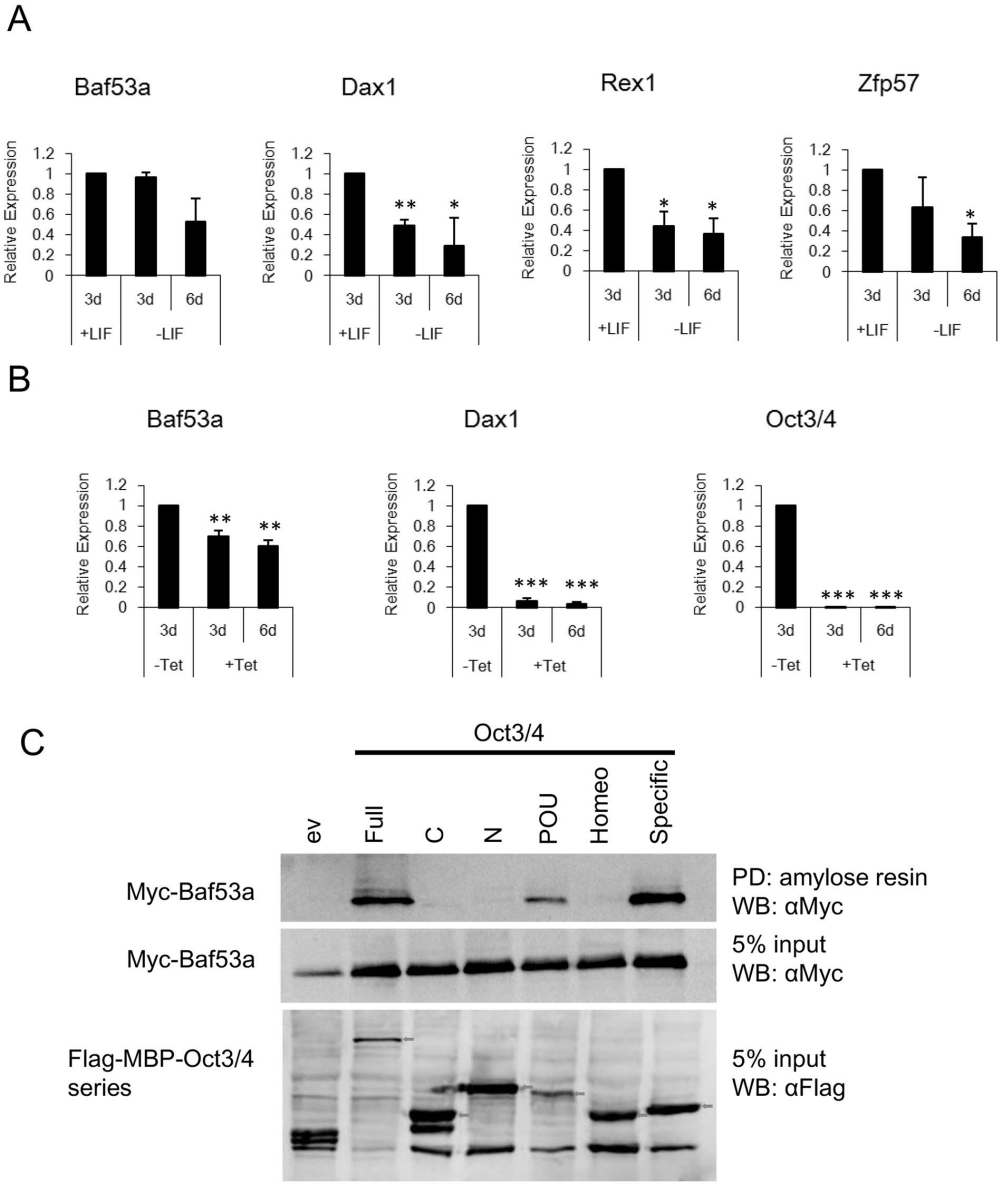
Baf53a is expressed in ES cells, and Baf53a interacts with the POU-specific domain of Oct3/4. (**A**) Expression of Baf53a mRNA in E14 ES cells cultured with or without LIF for 3–6 days. Expression of Baf53a and markers of undifferentiated cells (Dax1, Rex1, and Zfp57) mRNA was examined by quantitative RT-PCR. (**B**) Expression of Baf53a mRNA after downregulation of Oct3/4. ZHBTc4 ES cells were cultured with or without 1 μg/mL tetracycline (Tet) for 3–6 days. Expression of Baf53a mRNA was examined by quantitative RT-PCR. Dax1 was used for a positive control as an Oct3/4 target gene. These data were normalized to GAPDH, and the results are expressed as the average of three independent experiments ± the standard deviation. *p < 0.05, **p < 0.01, ***p < 0.001 (t-test). (**C**) Interaction between Baf53a and Oct3/4. The Myc-Baf53a expression vector was co-transfected with Flag-MBP-Oct3/4 or its truncated mutants, including C-terminal region, N-terminal region, POU domain, POU-homeo domain, and POU-specific domain, into HEK293 cells. Flag-MBP-fused proteins were pulled down using amylose resin, and the precipitates were examined by Western blot with anti-Myc antibody. Expression of each protein was confirmed with anti-Myc and anti-Flag antibodies. Arrows indicate Flag-MBP-Oct3/4 and its truncated mutants. The result shown is representative of three independent experiments. Note: ev = control Flag-MBP empty vector; Full = full length of Oct3/4 (1–352 aa); C = C-terminal region (283–352 aa); N = N-terminal region (1–130 aa); POU = POU domain (131–282 aa); Homeo = POU-homeo domain (217–282 aa); Specific = POU-specific domain (131–213 aa).

Baf53a is one of the subunits of the esBAF complex, and Brg1, a core factor of the complex, is known to associate with Oct3/4 ^26^. Baf53a is one of the candidate molecules predicted to also interact with Oct3/4 ^35^, thus, the esBAF complex is thought to be involved in the regulation of the pluripotent state of ES cells. We therefore examined whether Baf53a interacts with Oct3/4. Maltose binding protein (MBP) pulldown assay showed that full-length form of Oct3/4, as well as the POU and POU-specific domains of Oct3/4 interacted with Baf53a (Fig. 1C). Thus, it appears that Oct3/4 can associate with the esBAF complex via both Baf53a and Brg1.

### Baf53a knockdown in ES cells results in expression of markers of undifferentiated cells and reduction of cell numbers

As described above, we discovered expression of Baf53a in ES cells even in differentiating conditions and interaction with Oct3/4 via POU domain, indicating a crucial function(s) of Baf53a in ES cells. To explore Baf53a function in ES cells, first we performed knockdown (KD) analyses. Baf53a KD experiments using two independent Baf53a siRNAs (siBaf53a #1 and #2) revealed that morphological signatures and alkaline phosphatase (AP) activities were comparable between control and Baf53a KD ES cells (Supplemental Fig. 1A). In addition, expression analysis showed that endogenous expression of Baf53a mRNA and protein was effectively reduced by the treatment with siRNAs; however, expression of the pluripotent state markers, Oct3/4, Dax1, Esrrb, and Nanog, was sustained in Baf53a KD ES cells (Supplemental Fig. 1B,C). These results indicate that Baf53a does not regulate the undifferentiated state in ES cells.

During the knockdown experiments, we noticed that proliferation was repressed in Baf53a KD ES cells. Indeed, the WST-1 assay revealed that growth of Baf53a KD ES cells were obviously reduced compared with control ES cells (Supplemental Fig. 1D).

### Baf53a deficiency induces p53 and p21 expression and activation of Caspase 3

To better characterize the functions of Baf53a in ES cells, we generated Tet-inducible Baf53a cKO ES cells using the CRISPR/Cas9 system. In this new cell line, the Baf53a gene was mutated by the CRISPR/Cas9 system, and the expression of exogenous CRISPR/Cas9-resistant Baf53a mutant was regulated by Tet (for details, see Materials and Method section) (Fig. 2). As shown in Fig. 3A, expression of Baf53a protein was successfully repressed after stimulation with Tet. The undifferentiated state marker genes, Nanog, Oct3/4, Dax1, and Esrrb, were expressed even after 4 days of inducing Baf53a knockout (Fig. 3A,B), which was in agreement with the knockdown experiments.

**Figure 2:**
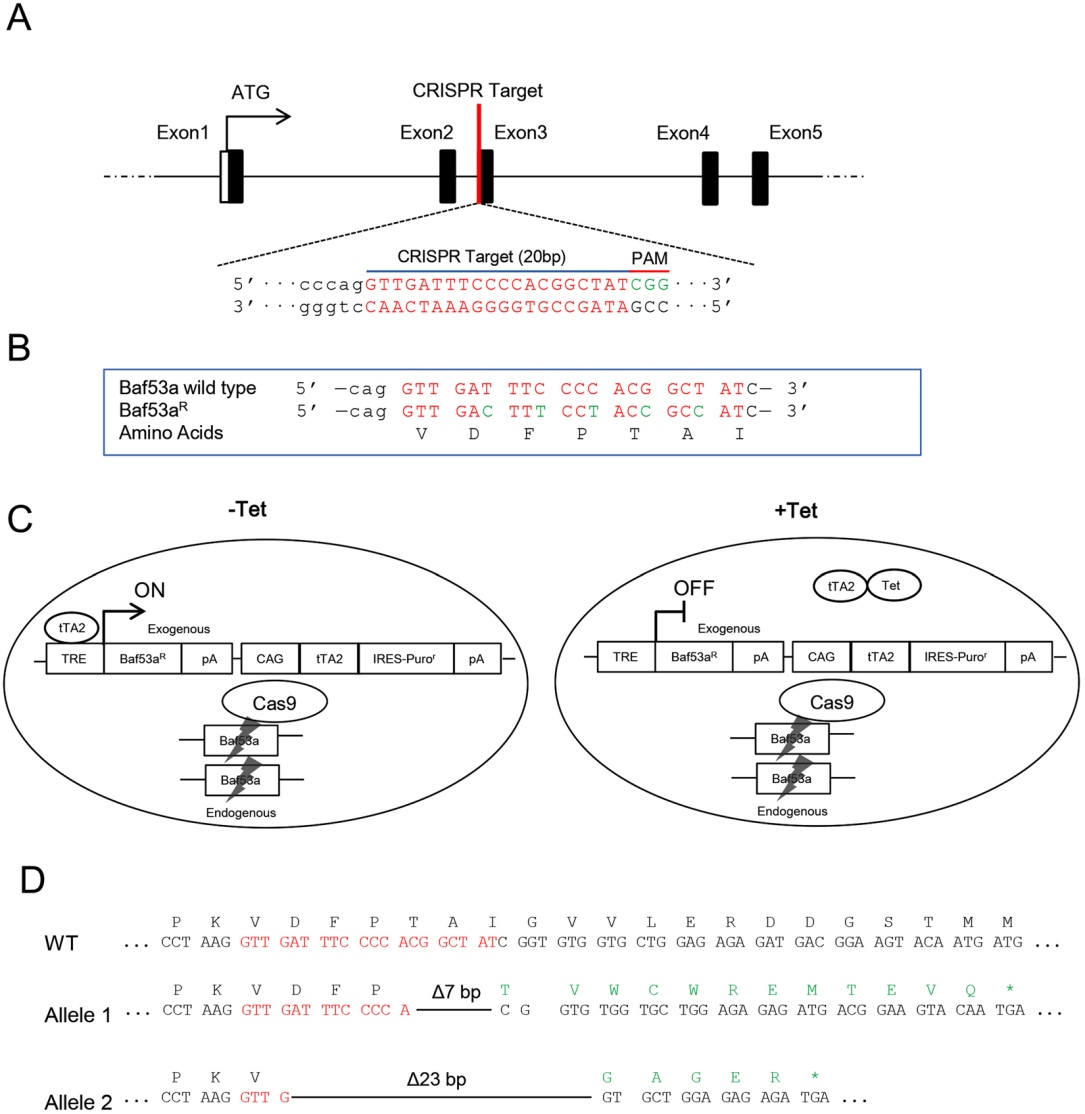
Strategy for generation of tetracycline (Tet)-inducible Baf53a conditional knockout (cKO) ES cells. (**A**) The targeting site of Baf53a. The targeting site (5′-GTT GAT TTC CCC ACG GCT AT-3′) of the Baf53a gene was shown. The target sequences are located on Exon 3 of the gene. (**B**) Alignment of the target sites of wild-type Baf53a and CRISPR/Cas9 resistant Baf53a (Baf53a^R^). The targeting site of the Baf53a cDNA was changed to 5′-GTT GAc TTt CCt ACc GCc AT-3,’ which encodes an identical amino acid sequence. (**C**) Schematic view of Tet-inducible Baf53a cKO ES cells. Expression of exogenous Baf53a^R^ was induced in the absence of Tet and repressed in the presence of Tet. Both alleles of the Baf53a gene were mutated by the CRISPR/Cas9 system. (**D**) Sequences of deleted alleles. Genomic DNA of the deleted regions was sequenced. One allele contained a 7 bp deletion and the other contained a 23 bp deletion.

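The targeting site and the site of the resistant cDNA, as the paper gives them, were compared base by base. Counted from 1 at the 5′ end of GTTGATTTCCCCACGGCTAT, the resistant cDNA (GTTGACTTTCCTACCGCCAT) carries the substitutions T6C, C9T, C12T, G15C and T18C. These 5 substitutions fall in 5 of the 6 complete codons of the 20-base site, each at codon position 3, and both sequences read VDFPTA. The genome around the site was not analysed here.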

**Figure 3:**
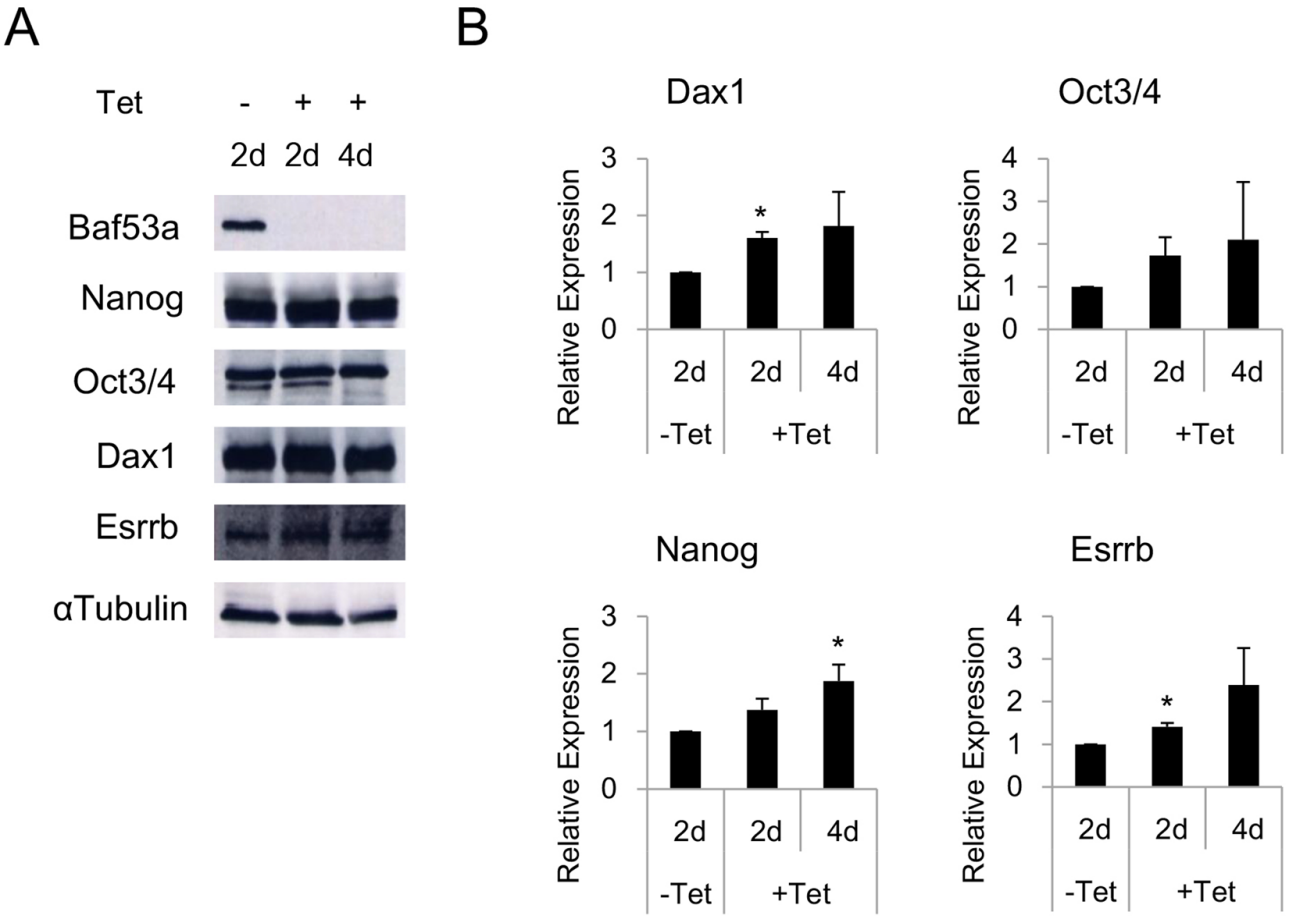
Expression of undifferentiated state marker genes in Baf53a-deficient ES cells. (**A**) Protein expression of markers characteristic of the undifferentiated state was analyzed by Western blot in tetracycline (Tet)-inducible Baf53a conditional knockout (cKO) ES cells. Baf53a cKO ES cells were cultured with or without 1 μg/mL Tet for 2–4 days. αTubulin was used as a loading control. The data is representative of three independent experiments. (**B**) Expression of Dax1, Oct3/4, Esrrb, and Nanog mRNA was examined by quantitative RT-PCR. The data was normalized to GAPDH expression, and the results are the means ± standard deviations of three independent experiments. *p < 0.05 (t-test).

We found that proliferation was repressed when Baf53a expression was knocked down in ES cells; we therefore examined the rate of proliferation in Baf53a cKO ES cells. Morphological signatures showed that the colony number began to decrease after 4 days of Tet-treatment, and the majority of the cells underwent cell death by 6 days (Fig. 4A). WST-1 assay showed that proliferation of Tet-treated Baf53a cKO ES cells at 4 days was repressed (Fig. 4B), and cell counts revealed that cell growth of Baf53a cKO ES cells were significantly repressed in the presence of Tet (Fig. 4C). These observations indicate that Baf53a deficiency results in reduction of cell viability in ES cells.

**Figure 4:**
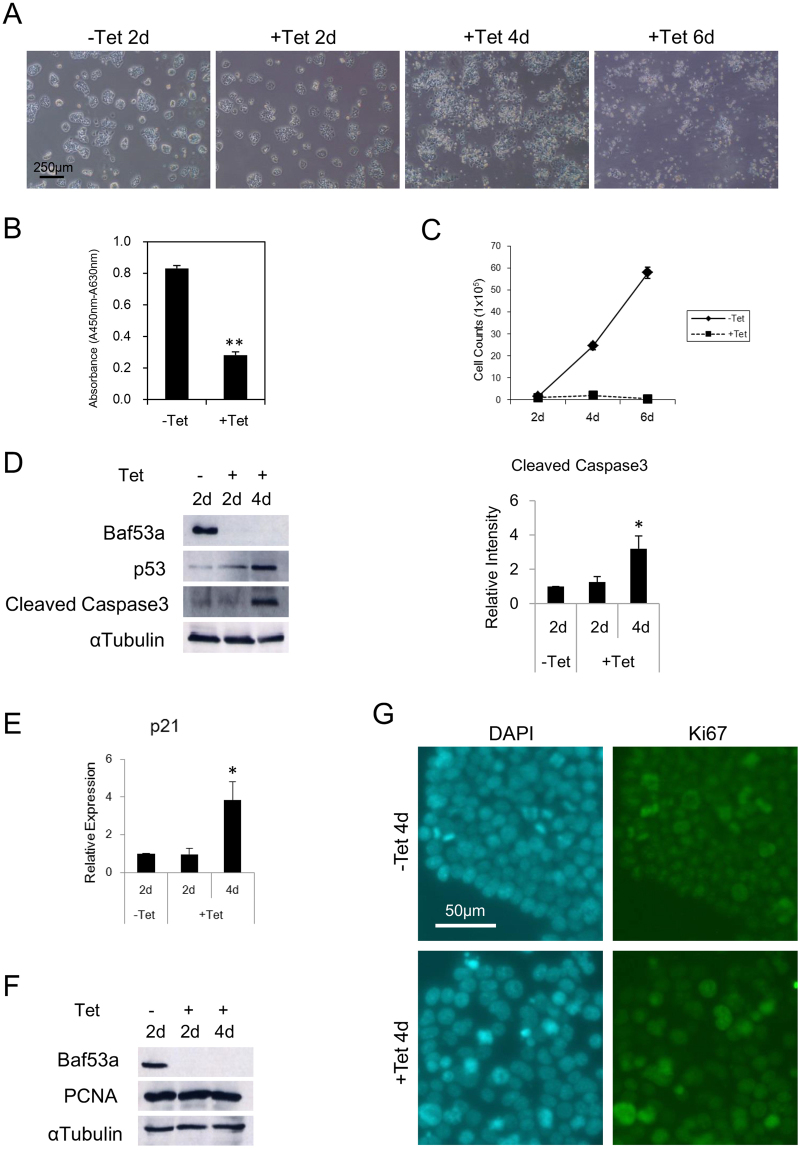
Viability of Baf53a-deficient ES cells is repressed. (**A**) Baf53a cKO ES cells were cultured for 2–6 days in 1 μg/mL Tet and their morphologies were examined on the days indicated. Scale bar is 250 μm. (**B**) Baf53a cKO ES cells were seeded at 1000 cells per well in a 96-well dish, cultured with or without 1 μg/mL Tet, and subjected to the WST-1 assay after 4 days. The data represents three independent experiments and the means ± standard deviations are shown. **p < 0.01 (t-test). (**C**) Growth curves of Baf53a cKO ES cells. Baf53a cKO ES cells were cultured in the presence or absence of 1 μg/mL Tet and the number of cells was counted on the days indicated. The result is the means ± standard deviations of three independent experiments. (**D**) Baf53a cKO ES cells were cultured with or without 1 μg/mL Tet for 2–4 days, and protein expression of Baf53a, p53, and cleaved Caspase 3 was examined by Western blot analysis. αTubulin was used as a loading control. The data is representative of three independent experiments (left panel). Signal intensity of bands of cleaved Caspase 3 was measured by a densitometry and the result is the means ± standard deviations of three independent experiments (right panel). *p < 0.05 (t-test). (**E**) Expression of p21 mRNA was examined by quantitative RT-PCR. The data was normalized to GAPDH expression, and the result is the means ± standard deviations of three independent experiments. *p < 0.05 (t-test). (**F**) Baf53a cKO ES cells were cultured with or without 1 μg/mL Tet for 2–4 days, and protein expression of Baf53a and PCNA was examined by Western blot analysis. αTubulin was used as a loading control. The data is representative of two independent experiments. (**G**) Baf53a cKO ES cells were cultured with or without 1 μg/mL Tet for 4 days, and protein expression of Ki67 was examined by immunofluorescent stain. Nuclei were stained with DAPI. Scale bar is 50 μm. The data is representative of two independent experiments.

Furthermore, we examined the molecular events underlying the reduction of viability in Baf53a-deficient ES cells. Western blot analysis showed that expression of p53 protein was detected in Tet-treated Baf53a cKO ES cells at 4 days, and the expression level of p21 mRNA, which is the downstream target of p53, was induced at day 4 (Fig. 4D,E). We also found induction of cleaved Caspase 3 in the Baf53a-deficient ES cells, and expression level of cleaved Caspase 3 in the Baf53a-deficient ES cells is 3-fold higher than control cells (Fig. 4D). In addition, we examined expressions of Ki67 and PCNA (proliferation markers) by immunofluorescent stain and Western blot analysis, respectively. As shown in Fig. 4F, Baf53a-deficient ES cells expressed PCNA. Immunofluorescent stain revealed that Baf53a-deficient ES cells are Ki67-positive (Fig. 4G). These results show that repression of Baf53a expression leads to the accumulation of p53 protein and activation of Caspase 3, which in turn causes growth repression and apoptosis in Baf53a-deficient ES cells, respectively, indicating that Baf53a is required for sustaining survival of ES cells.

### Wild-type Baf53a, but not Baf53a M3, rescues the viability of Baf53a-deficient ES cells

The results above led us to examine whether overexpression of Baf53a in Baf53a-deficient ES cells could rescue the reduced proliferation phenotype. To test this, we transfected either a control empty vector (ev) or Myc-tagged wild-type Baf53a expression vector (Baf53a WT) into Baf53a cKO ES cells; 2 days after transfection, cells were divided into two dishes and cultured for an additional 4–6 days in the presence or absence of Tet. As shown in Fig. 5B, Baf53a cKO ES cells expressing ev failed to form ES cell-colonies in the presence of Tet; in contrast, Baf53a cKO ES cells expressing Baf53a WT formed colonies after 4 days of Tet-treatment. Cell survival was assessed using Crystal violet staining and quantified by measuring the absorbance of the cell lysates; these two assays indicated that colony forming cells were recovered in Baf53a cKO ES cells that overexpressed Baf53a WT in the presence of Tet (Fig. 5C,D). These data suggest that overexpression of Baf53a WT is sufficient to rescue the survival of Baf53a-deficient ES cells.

**Figure 5:**
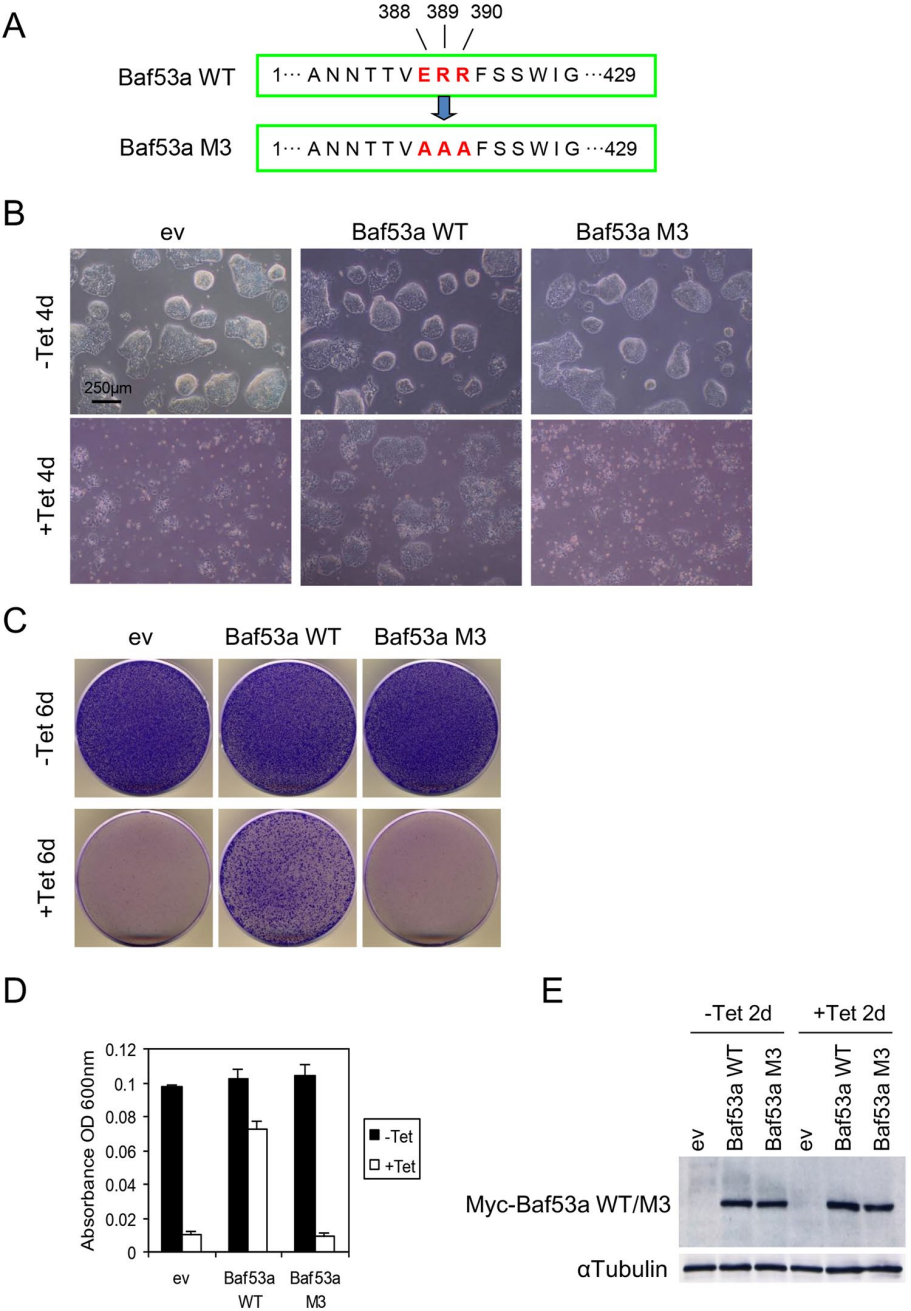
Transfection of wild-type Baf53a (WT), but not mutant Baf53a (M3), rescues the viability of Baf53a-deficient ES cells. (**A**) Schematic view of Baf53a M3 mutant. Three amino acid residues (glutamic acid (E), arginine (R), and arginine (R)) of wild-type Baf53a were changed into three alanine (A) residues. (**B**) Morphological signatures of Baf53a-expressing Baf53a cKO ES cells. Baf53a cKO ES cells were transfected with expression vectors encoding empty (ev), Baf53a WT, or Baf53a M3. Each transfected ES cells were divided into two dishes at 48 h after transfection and cultured with or without 1 μg/mL Tet for 4 days and their cell morphologies were observed. Scale bar is 250 μm. (**C**,**D**) Colony formation assay. (**C**)Baf53a WT- or Baf53a M3-expressing Baf53a cKO ES cells and control cells described in panel B were cultured for 6 days with or without 1 μg/mL Tet; and these samples were stained by crystal violet. (**D**) These colonies were dissolved in 1.0% SDS solution and absorbance was measured at 600 nm to quantify the number of surviving colonies. The representative results shown are expressed as the means ± standard deviation of three independent experiments. (**E**) Expression of exogenous Myc-tagged Baf53a protein. Expression of either Myc-Baf53a WT or Myc-Baf53a M3 was confirmed by Western blot at 2 days after Tet treatment. αTubulin was used as a loading control. The result is representative of three independent experiments.

Baf53a is known to associate with β-actin, c-Myc, Brg1, and Tip60. Recently, the region responsible for mediating the interaction between Baf53a and other proteins was determined by constructing a series of Baf53a mutants (M1 to M8 mutations)^36^. From this mutational analysis, the M3 mutant (E388A/R389A/R390A) (Fig. 5A) was identified to be the most effective in disrupting protein interactions. Therefore, we examined whether Baf53a M3 mutant could rescue the phenotype of Baf53a-deficient ES cells. Interestingly, examination of morphological characteristics and the results from the colony forming assay revealed that Baf53a M3-expressing Baf53a cKO ES cells failed to form colonies after Tet treatment (Fig. 5B–D). Expression of exogenous Myc-tagged Baf53a WT and Baf53a M3 protein were comparable between these samples (Fig. 5E). These data show that Baf53a M3 had lost its original functions, and that the amino acid residues 388, 389, and 390 are all important for the full functioning of Baf53a. We also generated Baf53a WT- or Baf53a M3-overexpressing ES cells and examined proliferation of them by WST-1 assay. As shown in Supplemental Fig. 2A,B, overexpression of either Baf53a WT or M3 did not enhance proliferation of ES cells, indicating that Baf53a M3 does not have dominant negative activity.

### Artificial expression of Baf53b rescues cell death exhibited by Baf53a-deficient ES cells

Baf53b is a known homologue of Baf53a, and the protein structures of the two forms are very similar. They exhibit 91% similarity and 84% identity in amino acid sequences and 71% identity in nucleotide sequences (Supplemental Fig. 2C). In the present study, we examined whether Baf53b could rescue Baf53a-deficient ES cells from cell death. Figure 6A shows that overexpression of Baf53b, as well as Baf53a were able to rescue the viability observed in Baf53a-deficient ES cells. Crystal violet staining also revealed that colony forming capabilities were retained in Tet-treated, Baf53b-expressing, Baf53a cKO ES cells (Fig. 6B,C). Expression of Myc-tagged Baf53b in these samples were confirmed by Western blot analysis (Fig. 6D). Taken together, these results illustrate that Baf53b can rescue Baf53a-deficient ES cells from cell death.

**Figure 6:**
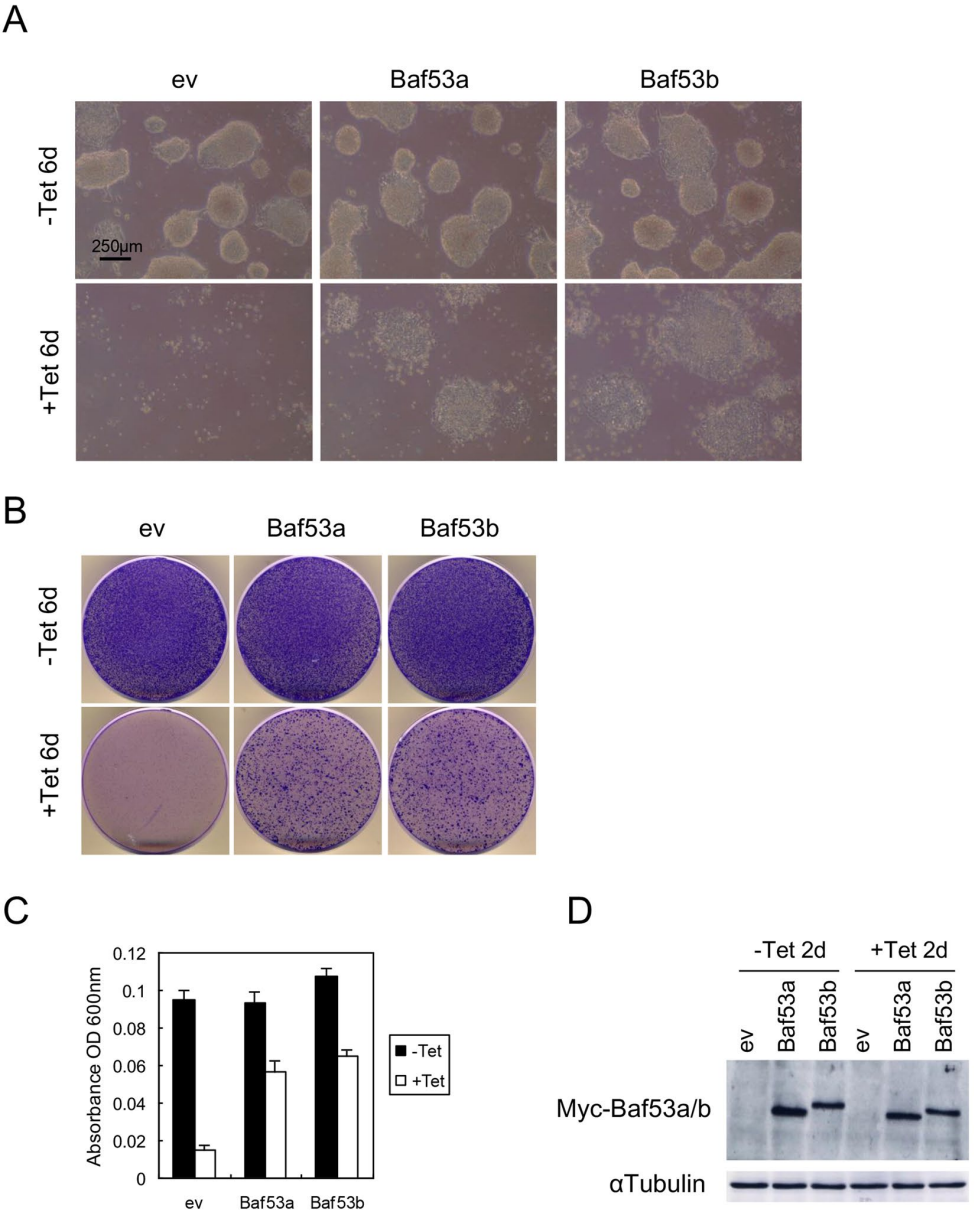
Expression of Baf53b rescues the survival of Baf53a-deficient ES cells. (**A**) Morphological signatures of Baf53b-expressing Baf53a cKO ES cells. Baf53a cKO ES cells were transfected with expression vectors for empty (ev), Baf53a, or Baf53b. Transfected ES cells were divided into two dishes at 48 h after transfection and cultured with or without 1 μg/mL Tet. Cell morphologies were observed after 6 days. Scale bar is 250 μm. (**B**,**C**) Colony formation assay. (**B**) Control and Baf53a- or Baf53b-expressing Baf53a cKO ES cells as described in panel A were cultured for 6 days with or without 1 μg/mL Tet; and these samples were stained with crystal violet. (**C**) The colonies were dissolved in 1.0% SDS solution and absorbance was measured at 600 nm to quantify the number of surviving colonies. The representative results shown are expressed as the means ± standard deviation of three independent experiments. (**D**) Expression of exogenous Myc-tagged Baf53a and Baf53b protein. Expression of either Myc-Baf53a or Myc-Baf53b was confirmed by Western blot analysis at 2 days after Tet treatment. αTubulin was used as a loading control. The result is representative of three independent experiments.

### Baf53a-deficient ES cells overexpressing Baf53a or Baf53b exhibit maintenance of the undifferentiated state and increased proliferation

Finally, we examined the undifferentiated status of Baf53a- or Baf53b-expressing Baf53a-deficient ES cells. As shown in Fig. 7A, Baf53a- as well as Baf53b-expressing, Baf53a-deficient ES cells were AP positive. Quantitative RT-PCR analysis revealed that expression levels of undifferentiated state markers (Oct3/4, Nanog, Esrrb, Klf4, and Rex1) of Tet-treated Baf53a- or Baf53b-expressing Baf53a cKO ES cells were comparable to untreated cells and control cells. In particular, expression of Dax1 (another marker for the undifferentiated state) was enhanced in Tet-treated, Baf53a- or Baf53b-expressing, Baf53a cKO ES cells (Fig. 7B). These results indicate that overexpression of either Baf53a or Baf53b sustains the undifferentiated state in Baf53a-deficient ES cells.

**Figure 7:**
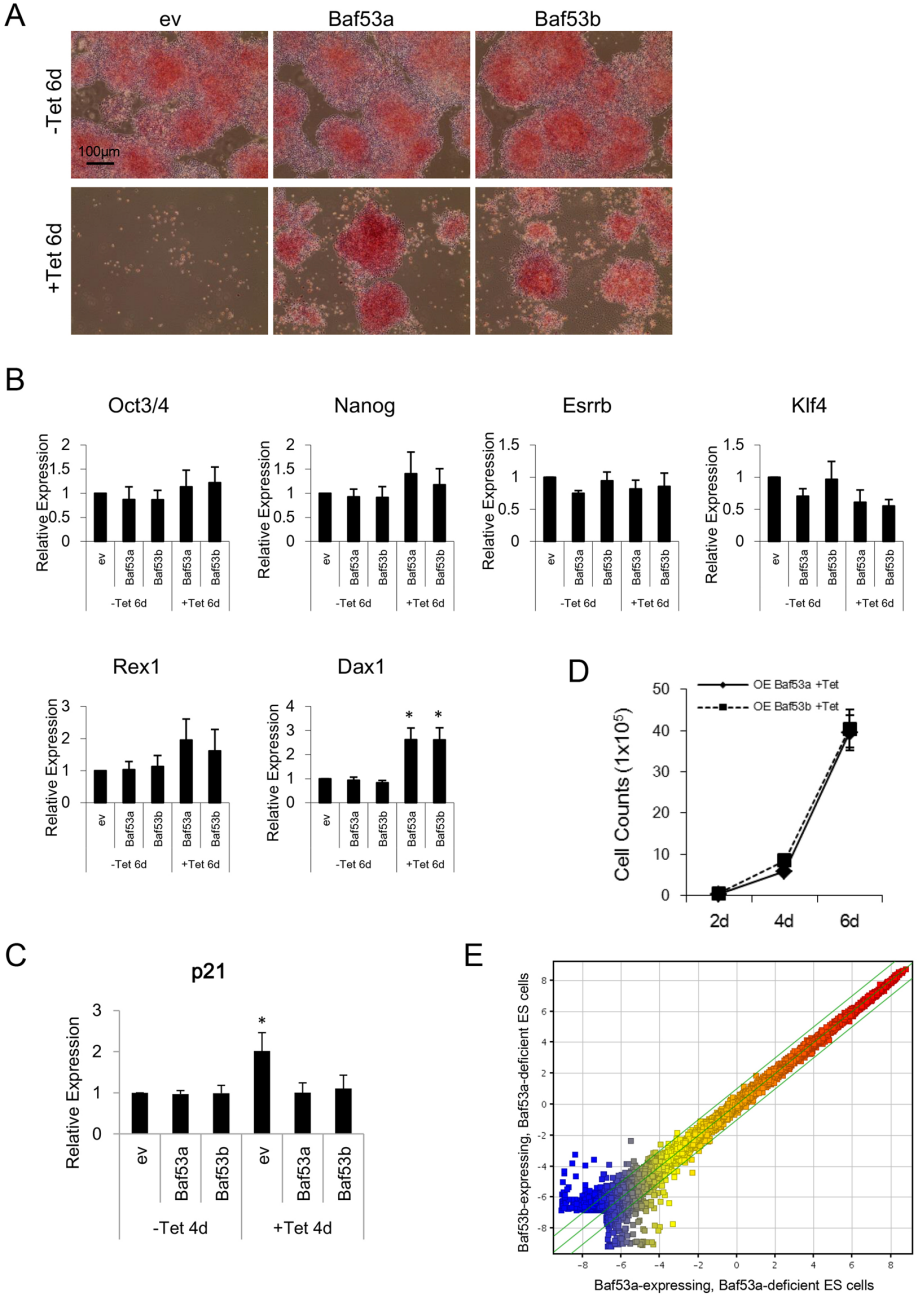
Baf53a- or Baf53b-expressing Baf53a-deficient ES cells exhibit the undifferentiated state. (**A**) Alkaline phosphatase staining of Baf53a- or Baf53b-expressing Baf53a-deficient ES cells. Baf53a cKO ES cells were transfected with expression vectors for empty (ev), Baf53a, or Baf53b. Transfected ES cells were divided into two dishes at 48 h after transfection and cultured with or without 1 μg/mL Tet. Alkaline phosphatase activity of these ES cells was detected by the VECTOR Red alkaline phosphatase substrate kit at 6 days after Tet treatment. Scale bar is 100 μm. (**B**) Expression of markers of undifferentiated cells in Baf53a- or Baf53b-expressing Baf53a cKO ES cells. Expression of Oct3/4, Nanog, Esrrb, Klf4, Rex1, and Dax1 mRNA in the indicated samples was examined by quantitative RT-PCR after 6 days. Because the Tet-treated, empty vector-transfected Baf53a cKO ES cells died after 6 days, mRNA expression was not examined. (**C**) Expression of p21 mRNA in Baf53a- or Baf53b-expressing Baf53a cKO ES cells. Expression of p21 mRNA in the indicated samples was examined by quantitative RT-PCR. The data in panels B and C were normalized to GAPDH expression. *p < 0.05 (t-test). (**D**) Growth curves of Baf53a- or Baf53b-transfected Baf53a-deficient ES cells. Baf53a- or Baf53b-transfected Baf53a-deficient ES cells were continually cultured in the presence of Tet and LIF and cell numbers were counted over time. The representative results shown are expressed as the means ± standard deviation of three independent experiments. Note: OE = overexpression. (**E**) DNA microarray analysis of Baf53a- and Baf53b-expressing, Baf53a-deficient ES cells. Scatter plots of log-ratios of relative expression levels were shown.

In addition, we examined p21 mRNA expression in the rescued samples, as we previously observed p21 mRNA induction after Baf53a deletion (Fig. 4E). As shown in Fig. 7C, the increase in p21 mRNA expression in Tet-treated Baf53a cKO ES cells was reduced by overexpression of either Baf53a or Baf53b. Of note, we were able to continually culture Baf53a- or Baf53b-expressing, Baf53a-deficient ES cells in the presence of Tet, and cell counts revealed that proliferation was comparable between the two conditions (Fig. 7D). Finally, we performed a microarray analysis to compare global gene expression signatures between Baf53a- and Baf53b-expressing, Baf53a-deficient ES cells. 

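RNA of Baf53a cKO ES cells transfected with the expression vector for Baf53a or for Baf53b, with 48 h between transfection and the division of the dishes, and treated with 1 μg/mL Tet for 6 days, was hybridised to mouse gene expression arrays that use 1 colour. Tet shuts off the inducible Baf53a of these cells, so that the transfected Baf53a or Baf53b takes its place. There was 1 array per condition. No difference between the arrays therefore has a replicate check, no test was run and no p-value is given. Both arrays lay on the same slide and were read in the same scan, at array positions 3 and 4. The authors deposited the processed signal of each spot, which is the brightness after background subtraction and spatial detrending, without normalization between arrays. Each array carried 43020 spots of 39429 gene probes. The log2 processed signal was averaged over the spots of a probe, without spots marked as outliers, and the 75th percentile of each array was set to 0. That percentile was a signal of 1161 on the array of Baf53a-expressing cells and 1128 on the array of Baf53b-expressing cells. Of 39411 probes with a usable spot on both arrays, 29247 were well above background on both and 8928 on neither. Another 378 probes were well above background only in Baf53a-expressing cells and 858 only in Baf53b-expressing cells. No spot was saturated. The files name each probe by an accession, and 27421 probes were given a gene symbol through their RefSeq accession.
The genes for both Baf53 forms were examined first, as a check of the labels. The probe of Actl6b, which encodes Baf53b, was not well above background in Baf53a-expressing cells and stood at -3.24 on the log2 scale in Baf53b-expressing cells, at least 14.5-fold higher. This bound sets the bright value against the higher of the dim probe's own value and the lowest signal among probes well above background on that array, and it holds for 1 array per condition. It was the largest such bound among the probes seen only in Baf53b-expressing cells. With background correction by normexp, an alternative chosen after seeing the data, the bound was 1.52 on the log2 scale, against 3.86. The probe of Actl6a, which encodes Baf53a, stood at 1.71 in Baf53a-expressing cells and at 1.67 in Baf53b-expressing cells. Whether either probe lies within the coding region carried by the vectors was not examined here, so these values do not separate transfected from endogenous transcripts.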

As shown in Fig. 7E, global gene expression signatures were comparable between them. This result shows that Baf53a- or Baf53b-expressing, Baf53a-deficient ES cells exhibit similar gene expression profile. Together, these findings suggest that overexpression of either Baf53a or Baf53b rescues the reduced viability of Baf53a-deficient ES cells, and that Baf53b can compensate for Baf53a in ES cells.

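Across the 29247 probes well above background on both arrays, the log2 signals of Baf53a- and Baf53b-expressing cells gave a Pearson r of 0.9983 and a Spearman rho of 0.9977. These are correlations across probes within this pair of arrays, and probes are not independent replicates. Of these probes, 29173 differed by less than 2-fold, a share of 99.75% (95% exact binomial interval 99.68% to 99.80%, which describes these 2 arrays only). In Baf53b-expressing cells 40 probes were at least 2-fold higher and 34 at least 2-fold lower. The counts depended on the filter, with 0 higher and 0 lower under a stricter filter on dim probes and 847 higher and 490 lower among 39411 probes without it. The excess of higher probes turned into an excess of lower ones under quantile normalization (32 higher and 53 lower), cyclic loess (36 and 46) and centring on the median (37 and 42), and normexp left 0 higher and 2 lower. The SD of the log2 differences was 0.206, and 96.9% of the probes differed by less than 0.5 on the log2 scale.
The spread depended on brightness. In 5 groups of probes of equal size, from the dimmest to the brightest, the SD of the differences was 0.324, 0.208, 0.154, 0.124 and 0.108, and 56, 16, 2, 0 and 0 probes were at least 2-fold apart. All 74 of them lay under the 75th percentile of both arrays. Among the 9731 probes above it on both arrays, the largest difference in either direction was 0.88 on the log2 scale. The median difference ran from 0.10 in the dimmest group to -0.06 in the brightest. A further 81 probes seen only in Baf53b-expressing cells and 44 seen only in Baf53a-expressing cells had a lower bound of at least 2-fold. These counts became 60 and 56 under quantile normalization, 5 and 1 under normexp, and 353 and 230 with a weaker detection flag. The lowest signal well above background was 8.45 in Baf53a-expressing and 9.75 in Baf53b-expressing cells. This allows larger bounds for probes seen only in Baf53b-expressing cells.

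**Figure D1:**
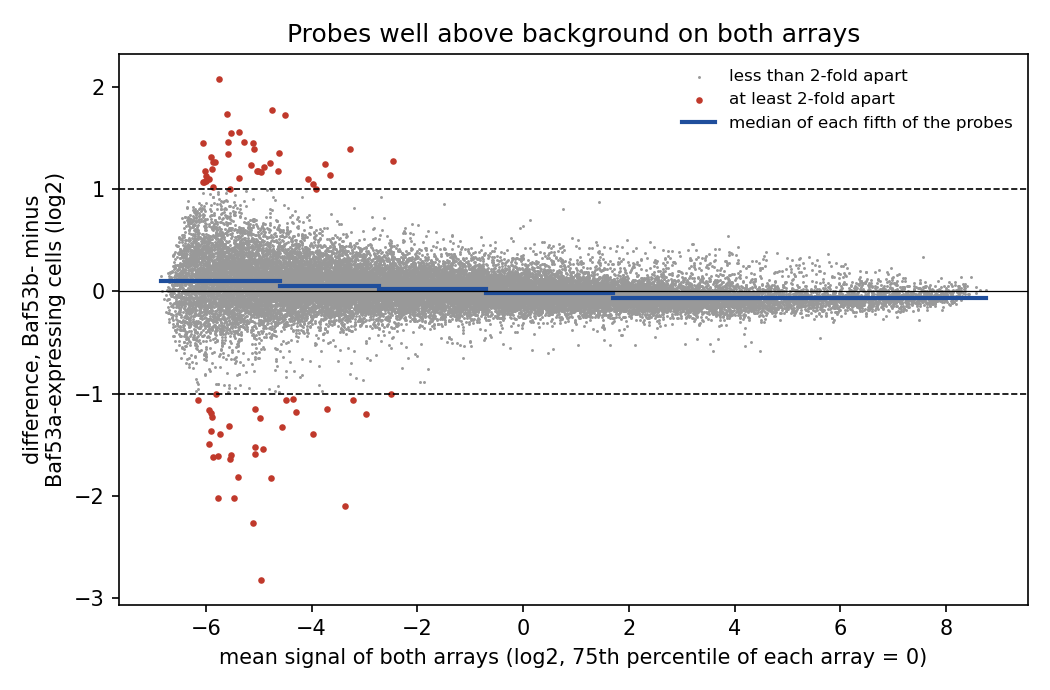
Difference of each probe between Baf53b- and Baf53a-expressing cells (log2, vertical axis) against its mean signal on both arrays (log2 with the 75th percentile of each array at 0, horizontal axis), for the 29247 probes well above background on both arrays, 1 array per condition. Each point is a probe, the dashed lines mark a 2-fold difference and the blue lines are the medians of 5 groups of equal size. The 74 probes at least 2-fold apart lie on the dim side of the plot.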

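A list of genes taken from the paper, which does not hold every gene it mentions, had 39 genes with a probe on the array, and 38 of them were measured in both conditions. All 38 differed by less than 0.5 on the log2 scale, 33 of them by less than 0.2, with a median of -0.02. As Baf53b- minus Baf53a-expressing cells, the log2 difference was -0.13 for Oct3/4 (Pou5f1), -0.07 for Nanog, -0.15 for Esrrb, -0.04 for Klf4, -0.11 for Rex1 (Zfp42) and 0.07 for Dax1 (Nr0b1). It was -0.03 for p21 (Cdkn1a), -0.22 for p53 (Trp53) and -0.09 for GAPDH (Gapdh). The lowest value was that of Zfp57, -0.39, with -0.51 and -0.28 from its 2 probes. The highest was that of Trp63, 0.38, from 1 of its probes. The other Trp63 probe was well above background only in Baf53a-expressing cells, at least 2.15-fold higher there. In those cells the first Trp63 probe stood at 4.62 on the log2 scale, above Oct3/4 at 4.55, and the other at -5.75. Probes so unlike in brightness and direction leave the difference of Trp63 unsettled. For comparison, the spots of 1 probe gave an SD of 0.133 for a difference between 2 single spots, taken over all brightness. It was 0.277 in the dimmest of the 5 groups and 0.0594 in the brightest. Oct3/4, Esrrb, Klf4, Rex1, Dax1 and GAPDH lie in the brightest group, whose median difference over all its probes was -0.06. Among genes of like signal, Oct3/4 lay at percentile 20.7, Esrrb 13.2, Klf4 63.5, Rex1 34.1, Dax1 92.2 and GAPDH 41.3. For p53 the percentile among genes of like signal was 2.05. The spot SDs hold spot noise only and not the noise of culture, labelling or hybridisation.
Among probes well above background on both arrays, the largest rises in Baf53b-expressing cells belonged to Nbeal1 (2.08), Cntd1 (1.78), Olfr545 (1.55), Ush1c (1.45) and Sytl1 (1.45). Another probe of Nbeal1 gave 0.18, of Ush1c -0.11 and of Sytl1 0.08. The largest falls belonged to Ccbe1 (-2.27), Olfr417 (-1.81), Ggt6 (-1.64), Pcdhac1 (-1.60) and Gkn2 (-1.54), and another probe of Ggt6 gave 0.18. Next to Actl6b, the probes seen only in Baf53b-expressing cells with the largest bounds belonged to Olfr1201 (at least 11.7-fold), Olfr988 (at least 10.0-fold), Dlx4os (at least 9.07-fold) and Atg4a (at least 5.54-fold). Those seen only in Baf53a-expressing cells belonged to Olfr1302 (at least 11.4-fold), Crygb (at least 7.07-fold), Gprin2 (at least 6.78-fold), Olfr1234 (at least 5.90-fold) and Olfr488 (at least 5.37-fold).
Lists of genes were compared by their median difference and its percentile among 10000 random lists of the same size matched on mean signal, as a description of these arrays. The 27 pluripotency genes had a median of -0.03 (percentile 87.9), which changed sign under cyclic loess and quantile normalization, and the 25 genes of BAF subunits -0.02 (percentile 44.3), which changed sign under normexp. Both lists lay inside the central 95% of random lists in every setting run. Of the 10 lists set before the data were examined, 6 lay above it in the main setting. These were the primitive endoderm, 2-cell-like, p53 target, neuronal, imprinted and immediate early genes, with medians from 0.0481 to 0.23. The neuronal list, with 11 of 21 genes higher, lay inside the central 95% under cyclic loess and quantile normalization. From the scatter plot of Fig. 7E, the paper reasons that the global signatures of both cell populations were comparable, and concludes that their gene expression profiles were similar.

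**Figure D2:**
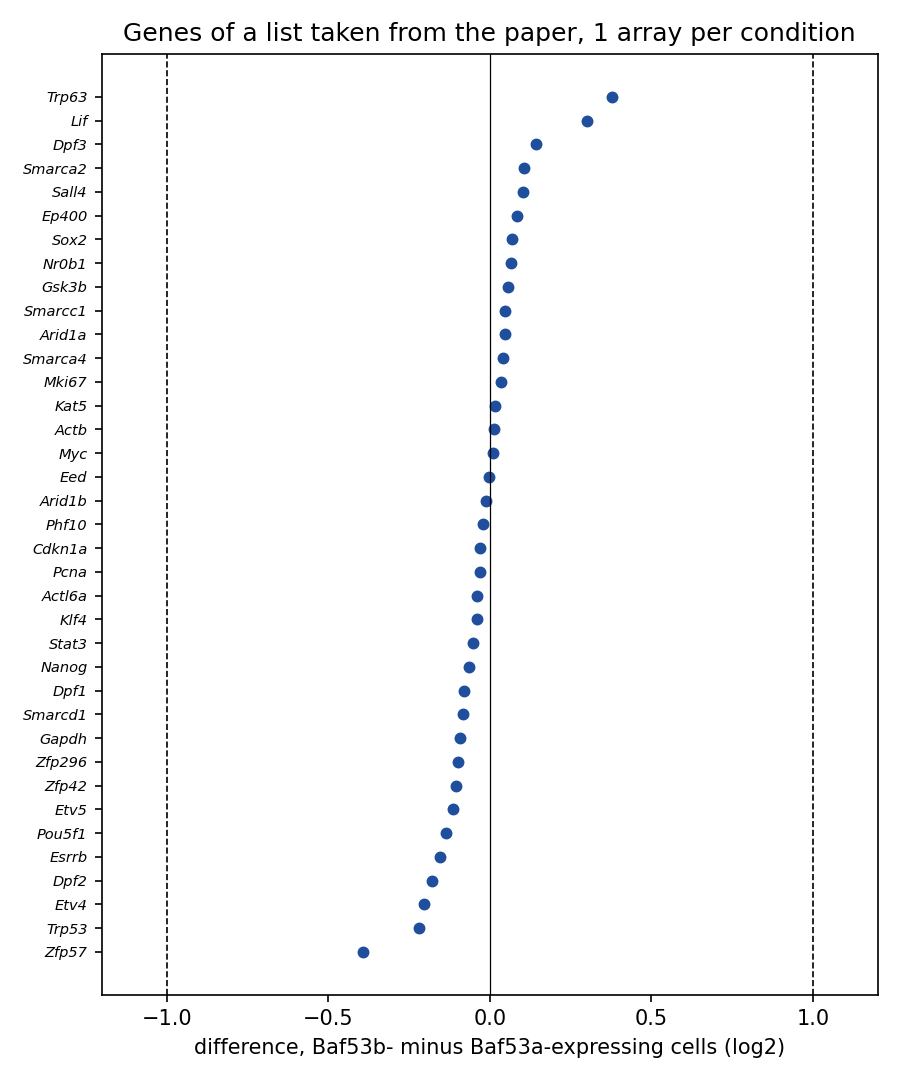
Log2 difference between Baf53b- and Baf53a-expressing cells (horizontal axis) for 37 of the 38 genes of the list taken from the paper that were well above background on both arrays (vertical axis). Each point is 1 gene, averaged over its probes, from 1 array per condition and so without error bars, and the dashed lines mark a 2-fold difference. The points lie between -0.39 (Zfp57) and 0.38 (Trp63). The Trp63 point comes from 1 of its 2 probes, and the other, far dimmer, went the opposite way.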

## Discussion

In the present study, we discovered expression of Baf53a in ES cells even in differentiating conditions. Reduction of Baf53a mRNA expression was milder than other pluripotent marker genes. These results indicate that expression of Baf53a is indirectly regulated by LIF and/or Oct3/4. Mechanisms for direct regulation of Baf53a expression remain to be clarified. Importantly, we found that loss-of-expression of Baf53a leads to accumulation of p53 protein, induction of p21 mRNA, and activation of Caspase 3, resulting in reduced viability/survival of ES cells. Recently, Lu *et al*., demonstrated that knockdown of Baf53a expression by RNAi in ES cells decreased expression of pluripotent marker genes (Nanog and Oct3/4) and induced differentiation into primitive endoderm^34^, which suggested that functions of Baf53a included inhibition of differentiation in ES cells. Interestingly, our experiments showed that expression of Nanog and Oct3/4 mRNA, as well as of Oct3/4 protein, was comparable between control and Baf53a KD ES cells; Baf53a-deficient ES cells still expressed Nanog and Oct3/4 protein. Our two independent experiments (KO and KD) showed reduction of cell survival rather than loss of pluripotency. It is possible that phenotypes of gene knockdown differ because of differences for targets sequences, transfection condition, and so on. Therefore, we conclude that Baf53a is involved in survival, but not pluripotency, of ES cells, although esBAF complex facilitates pluripotency^27^. In addition, mRNA expression of Dax1, Nanog, and Esrrb were prone to induce after Baf53a deletion, suggesting that expression of them might be regulated by Baf53a directly or indirectly. Since protein expression levels of these undifferentiated specific markers were comparable between Baf53a KO and control ES cells, protein expression levels of these molecules might be stabilized by unknown post-translational regulation.

In support of the multifaceted role of Baf53a in ES cells, we found that p53, p21, and cleaved Caspase 3 were induced after Baf53a deletion. Since Baf53a-deficient ES cells express p53 protein and p21 mRNA, Baf53a is involved in survival of ES cells by repressing p53 activity. Regulation mechanisms of p53 by Baf53a remained to be clarified. Similar observations have also been reported in NIH3T3 cells, HeLa cells, and HSCs. For example, proliferation was repressed and p21 protein was induced in Baf53a KD NIH3T3 cells^37^, and p53 and p21 proteins were upregulated in Baf53a KD HeLa cells^38^. Cyclin-dependent kinase inhibitor, p21, is the downstream target of p53, and Baf53a has been shown to indirectly regulate p21 expression by interacting with p53 and repressing p53-mediated, p21-promoter activity^39^. Conditional deletion of the Baf53a gene in bone marrow cells revealed that Baf53a was required for proliferation of HSCs and survival of progenitor cells, and several p53 target genes were misregulated in Baf53a-deficient HSC compartments^32^. In particular, targeted disruption of the Baf53a gene led to early embryonic lethality; in intercrosses of heterozygous Baf53a mutant mice, no viable Baf53a-deficient fetuses were observed at E6.5 days^32^. ES cells are derived from inner cell mass/early epiblast from E3.5–E4.5 day-old embryos, thus Baf53a deficiency could explain the early embryonic lethality of the KO mice, highlighting the essential function of Baf53a in ES cells.

Pluripotency of ES cells is known to be enhanced by the esBAF complex^27^. Several pluripotency-associated transcription factors, including Oct3/4, Sox2, and Sall4, associate with the esBAF complex, especially with the component Brg1. Previously, we searched for Oct3/4-interacting proteins using yeast-two hybrid screening and identified Baf53a (unpublished data) and Dax1 as likely partners^10^. Additional comprehensive screening for Oct3/4-interacting proteins again identified Baf53a as a candidate factor^35^. Here, we showed an interaction between Baf53a and Oct3/4 using an MBP pulldown assay, and that Baf53a associated with the POU-specific domain of Oct3/4. Genome-wide chromatin immunoprecipitation analyses revealed that esBAF co-localized with Oct3/4 target genes in ES cells^21,40^; therefore, it is possible that Baf53a, as a critical component of the esBAF complex, recruits Oct3/4 and plays a role in enhancing pluripotency of ES cells. Notably, Baf53a was able to prevent differentiation of epidermal progenitors via downregulation of Klf4 and other epidermal differentiation genes^33^.

In addition to Oct3/4, Baf53a has been shown to interact with Tip60 (a component of the Tip60-p400 histone acetyltransferase complex) and c-Myc^41,42^. Tip60-p400 is required for the maintenance of ES cell-characteristics, and Tip60-deficient mice exhibited early embryonic lethality near the blastocyst stage, indicating essential function of Tip60 for cellular survival^43^. c-Myc-mediated oncogenic transformation is thought to be supported by Baf53a, and several deletion mutants of Baf53a inhibited the transformation^42^. Furthermore, c-Myc, Tip60, and Baf53a are members of a Myc-centered protein-protein interaction network in ES cells^44^. Importantly, Baf53a M3 mutant reduced interaction with either Tip60 or Myc, and attenuated incorporation into either the Tip60 HTA complex or the Myc-associated transcription complex, respectively^34,36^. In the present study, we demonstrated that Baf53a M3 mutant could not rescue the increased cell death observed in Baf53a-deficient ES cells. The impaired protein-protein interactions between Baf53a M3 and other molecules and the lack of cell survival of Baf53a-deficient ES cells with Baf53a M3, indicate that appropriate interactions among Baf53a, Tip60, and c-Myc are required for the survival of ES cells.

Interestingly, Baf53b, a homologue of Baf53a, rescued the phenotype of Baf53a-deficient ES cells; Baf53b-expressing, Baf53a-deficient ES cells proliferated and maintained their undifferentiated status, indicating redundant function between the two Baf53 forms. We found that Baf53b associated with the POU-specific domain of Oct3/4 (unpublished data). The 3 amino acid sequences that are mutated in Baf53a M3 is ERR (amino acids 388–390) in wild-type and ERK in Baf53b. Baf53b is expressed in post-mitotic neurons^45^ and is undetectable in ES cells (data not shown). Baf53b is assembled into the nBAF complex and is required for post-mitotic neuron development^25,46^. Notably, Baf53b-deficient mice exhibited perinatal lethality and exogenous expression of Baf53a failed to rescue the phenotype despite appropriate assembly of Baf53a into the nBAF complex^46^. Furthermore, a failure of dendritic development of Baf53b-deficient neuronal cells was rescued by Baf53b, but not by Baf53a. The subdomain 2 (amino acids 39–82) of Baf53a and Baf53b shows the lowest conservation between the two forms. An artificial chimeric protein, Baf53(b + a), where the subdomain 2 of Baf53a was replaced with that of Baf53b, rescued the dendritic development of Baf53b-deficient neurons^46^. In contrast, the effects of Baf53a deficiency on proliferation and undifferentiated status were restored by either Baf53a or Baf53b overexpression. Therefore, the extent of compensation between Baf53a and Baf53b appear to be cell and function dependent.

Overexpression of Baf53a in hepatocellular carcinoma was correlated with poor prognosis and metastasis^47^; expression of Baf53a in rhabdomyosarcoma was significantly higher than in normal muscle; suppression of Baf53a expression in rhabdomyosarcoma cells was associated with reduced proliferation^48^; and somatic mutation in the Baf53a gene was found in medulloblastomas^49^. In addition, Baf53a together with p63 were involved in oncogenesis of head and neck squamous cell carcinoma (HNSCC), and knockdown of Baf53a in HNSCC resulted in the suppression of sphere formation^50^. Recent studies indicated similarities between ES cells and cancer cells^51,52^ that could be mediated by a c-Myc regulatory network^44^. Furthermore, Baf53a is one of the molecules in a c-Myc-centered protein-protein interaction network^44^. These observations together with our findings suggest that Baf53a might be involved in regulating the characteristics observed in both ES cells and cancer cells.

Here, we demonstrated that Baf53a is involved in the survival of ES cells and that Baf53b can compensate for Baf53a in ES cells. Further investigation for each subunit of the esBAF complex will extend our understanding of the molecular mechanism that regulate proliferation, pluripotency, and the self-renewal capacities of ES cells.

## Material and Methods

### Cell culture

Mouse ES cell lines, E14tg2a (E14) ES cells, ZHBTc4 ES cells (Oct3/4 conditional knockout ES cells)^6^, and E14-derived Baf53a conditional knockout (cKO) ES cells, were cultured on gelatin-coated dishes in LIF-supplemented Dulbecco’s modified Eagle’s medium (DMEM) as described previously^4,53^. To regulate exogenous Oct3/4 or Baf53a expression, ZHBTc4 ES cells or Baf53a cKO ES cells, respectively, were cultured with or without 1 μg/mL Tet (Sigma-Aldrich, St. Louis, MO) for the indicated time. To induce differentiation, E14 ES cells were cultured without LIF for 3–6 days. Human embryonic kidney (HEK) 293 cells were cultured in DMEM containing 10% fetal bovine serum.

### Plasmid construction and transfection

To construct expression vectors, coding regions of either Baf53a or Baf53b were amplified by PCR using specific primers listed in Supplemental Table S1. Baf53a containing mutations at three amino acid residues (E388A/R389A/R390A), named Baf53a M3, was constructed by PCR using specific primers listed in Supplemental Table S1, using methods described before^36^. The coding regions of the genes were cloned into pCAGIP-Myc vector^54^, and these plasmids were referred to as pCAGIP-Myc-Baf53a, -Baf53b, and -Baf53a M3. pCMV5-Flag-MBP-Oct3/4 and its truncated mutants were constructed previously^10^.

For plasmid transfection of ES cells, Baf53a cKO ES cells were cultured in a 6 cm dish for 24 h, and then an expression vector (3 μg) were transfected into the cells by using Lipofectamine 2000 (Invitrogen, Carlsbad, CA) according to the manufacture’s protocol. After 48 h of transfection, these cells were divided into two new 6 cm dishes (0.5 × 10^5^ cells/dish) and were cultured with or without 1 μg/mL Tet for several days. Culture medium was replaced with fresh media once every 2 days. RNA and/or cell lysate samples were harvested from these cells and subjected to further examination.

### Knockdown of Baf53a expression

Double-stranded siRNAs were purchased from Eurofins Genomics (Tokyo, Japan). Their sequences were: siBaf53a #1: sense 5′-GGA CUG CCC UAA GGU UGA UUU-3′ and antisense 5′-AUC AAC CUU AGG GCA GUC CUC-3′; siBaf53a #2: sense 5′-GGC CAU UUU GGA UCA UAC AUA-3′ and antisense 5′-UGU AUG AUC CAA AAU GGC CUG-3′; and control EGFP: sense 5′-GCC ACA ACG UCU AUA UCA UGG-3′, and antisense 5′-AUG AUA UAG ACG UUG UGG CUG-3′. E14 ES cells were cultured in a 6 cm dish, and siRNA was transfected into ES cells using Lipofectamine 2000. Media was completely replaced after 24 h, and the cells were harvested after 48 h of transfection and subjected to further analysis.

### Generation of Baf53a conditional knockout ES cells

To generate Baf53a cKO ES cells, we used the CRISPR/Cas9 system. The targeting site (5′-GTT GAT TTC CCC ACG GCT AT-3′) of the Baf53a gene was selected using the CRISPR program <http://crispr.dbcls.jp/>. pX330-U6-Chimeric_BB-CBh-hSpCas9 was a gift from Feng Zhang (Addgene plasmid # 42230)^55,56^. Oligonucleotides for the target sequence were cloned into the BbsI sites of the plasmid (pX330- Baf53a).

For construction of the Tet-inducible Baf53a expression vector, we first generated a CRISPR/Cas9-resistant Baf53a mutant (Baf53a^R^) cDNA by PCR using the primers listed in Table S1. For Baf53a^R^, the targeting site of the Baf53a cDNA was changed into 5′-GTT GAc TTt CCt ACc GCc AT-3′, which still kept the amino acid sequences intact. The coding region of Baf53a^R^ cDNA was then cloned into a Tet-inducible/puromycin-resistant pTRE-tTA2p vector, which was modified from pTRE-tTA2p-myc^8^; the resulting plasmid was named pTRE-tTA2p-Baf53a^R^. pTRE-tTA2p-Baf53a^R^ was transfected into E14 ES cells and these cells were cultured in the presence of puromycin for 10 days. After establishment of a Baf53a^R^ inducible ES cell clone (E14-Tet-Baf53a^R^ #23), pX330-Baf53a was transfected into the clone #23 in the absence of Tet (*i.e*., exogenous Baf53a^R^ expressing condition). Seven homozygous-mutant clones were obtained, and clone #46, which had a 23 bp deletion in one allele and a 7 bp deletion in the other allele, was further analyzed as our Baf53a cKO ES cells.

### Quantitative RT-PCR, Western blot analysis and MBP pull-down assay

Quantitative RT-PCR was performed as described previously^13^. Briefly, cDNAs was synthesized from total RNA of ES cells by using ReverTra Ace (Toyobo, Osaka, Japan) and oligo (dT)_12–18_ primers (Nippon EGT, Toyama, Japan). Quantitative RT-PCR using SYBR green was performed with an Agilent Technologies Stratagene Mx3005 P Real-Time PCR System (Stratagene, La Jolla, CA). The expression levels of target genes were normalized with glyceraldehyde-3-phosphate dehydrogenase (GAPDH). Primers sequences were described before^7,11,12^ or listed in Supplemental Table S1.

For Western blot analysis, cells were lysed in a cell lysis solution (20 mM HEPES, 10 mM MgCl_2_, 1 mM EDTA, 10 mM sodium fluoride, 25 mM β-glycerophosphate, 1 mM sodium orthovanadate, 20 µg/mL aprotinin, 10 µg/mL leupeptin, 10 µg/mL pepstatin A, 1% TritonX-100, and 10% Glycerol), and these samples were subjected to Western blot analysis using anti-Baf53a (A301-391A, Bethyl Laboratories), anti-Nanog (Repro CELL, Yokohama, Japan), anti-Oct3/4 (sc-9081; Santa Cruz Biotechnology), anti-Dax1 (39984; Active Motif, CA), anti-Esrrb (PP-H6705-00; Perseus Proteomics, Tokyo, Japan), anti-p53 (Leica Biosystems, Germany), anti-Caspase 3 (9662 S, Cell Signaling Technology), anti-cMyc (sc-40, Santa Cruz Biotechnology), anti-PCNA (MH-12-3, MBL, Japan), and anti-αTubulin (MBL, Japan) primary antibodies followed by horseradish peroxidase-conjugated anti-mouse or anti-rabbit secondary antibodies (Millipore, Billerica, MA). The blot was visualized using enhanced chemiluminescence reagents (PerkinElmer, Waltham, MA) and an LAS-1000 image analyzer (Fuji Film, Tokyo, Japan).

An MBP pulldown assay was performed as described previously^10^. Briefly, pCAGIP-Myc-Baf53a was co-transfected with either pCMV5-Flag-MBP-Oct3/4 or its truncated mutants, including C-terminal region, N-terminal region, POU domain, POU-homeo domain, and POU-specific domain, into HEK293 cells. Two days after transfection, cell lysates were harvested and incubated overnight at 4 °C with amylose resin. The beads were washed three times with a washing buffer (50 mM Tris-HCl [pH 7.5], 2 mM MgCl_2_, 150 mM NaCl), and the bound proteins were eluted by boiling in sodium dodecyl sulfate (SDS) sample buffer and subjected to Western blot analysis using anti-cMyc or anti-Flag (F3165; Sigma-Aldrich, St. Louis, MO) antibodies. Original full blot images are shown in Supplemental Fig. 3.

### Crystal violet staining and AP staining

ES cells were washed with PBS (−) and the cells were stained by 0.1% crystal violet-50% methanol solution. Cell colonies were imaged by a scanner, and then lysed in a solution containing 1.0% SDS. An absorbance of the lysate was measured with a wavelength of 600 nm.

For AP staining, ES cells were washed with PBS (−), fixed with 4% formalin at room temperature for 20 min. After washing the cells with PBS (−), AP activity was determined using a vector blue/red AP substrate kit (Vector Laboratories, Inc., Burlingame, CA) according to the manufacture’s protocol.

### Cell proliferation assay

The number of viable cells was measured by a direct cell count and the WST-1 assay. For the WST-1 assay, ES cells were transferred into a 96-well plate and after 2 days of culture, 10 μL of WST-1 reagent (Roche Diagnostics, Germany) was added to the culture medium. The cells were then incubated for 30 min in a humidified atmosphere (37 °C, 5% CO_2_). The plate was thoroughly shaken for 1 min on a microplate reader (Tecan, Mannedorf, Switzerland) and the absorbance of the culture medium was measured at wavelengths of 450 nm and 630 nm.

### Immunofluorescent stain

Baf53a cKO ES cells were cultured with or without Tet for 4 days in 24-well plate. Cells were washed by 1 x PBS (−) and fixed by 10% formalin solution for 30 min at room temperature. These cells were washed with 0.2% Triton X-100 in PBS (−) for 3 times and then incubated with 5% FBS-0.2% Triton X-100 in PBS (−) at 37 °C for 1 hour. The cells were then incubated with 50-fold diluted anti-Ki67 antibody (ab15580, Abcam, Cambridge, UK) at 4 °C for overnight, followed by incubation with 100-fold diluted goat anti-rabbit IgG FITC (Santa Cruz Biotechnology). Vectashield mounting medium (Vector Laboratories, Inc. Burlingame, CA) was used for DAPI staining.

### DNA Microarray analysis

Baf53a cKO ES cells were transfected with expression vectors for Baf53a or Baf53b. Forty-eight hours after transfection, these cells were cultured with 1 μg/mL Tet for 6 days. One pair RNA was isolated from these ES cells. Cyanine-3 (Cy3) labeled cRNA was prepared from 0.2 μg RNA using the Low Input Quick Amp Labeling Kit (Agilent Technologies) according to the manufacturer’s instructions, followed by RNeasy column purification (QIAGEN, Valencia, CA). Samples were hybridized to Whole Mouse Genome microarray 4 × 44 K Ver. 2.0 (G2519F, Agilent Technologies). The slides were scanned on the Agilent DNA Microarray Scanner (G2539A) using one color scan setting for 4 × 44k array slides. The scanned images were analyzed with Feature Extraction Software 11.0.1.1 (Agilent) using default parameters to obtain background subtracted and spatially detrended Processed Signal intensities. 

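In the processed signals, 173 gene spots on the array of Baf53a-expressing cells and 143 on that of Baf53b-expressing cells were marked as outliers by the software and were left out. On each array, 399 probes were printed as 10 spots. Among the 324 of them measured on both arrays with at least 5 spots left, the log2 SD between spots of a probe was 0.0947 and 0.0935. In the dimmest of the 5 groups of probes it was 0.201 and 0.190, and in the brightest 0.0413 and 0.0428. The slope of the spike-in controls was 0.941 in Baf53a-expressing and 0.932 in Baf53b-expressing cells. The 8 spike-in controls well above background, with 32 spots each, were higher in Baf53b-expressing cells by a median of 0.08 on the log2 scale after the 75th percentiles were set equal, with a range from 0.02 to 0.29. The number of arrays limits the precision of every comparison between the conditions.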

The raw data has been deposited in the Gene Expression Omni-bus (GEO) database, under number GSE103694.

### Statistical analysis

Statistical analyses were performed using two-tailed Student’s t-tests. Values of p < 0.05 were considered significant. Data were indicated as means ± standard deviation.

## Electronic supplementary material

Supplemental data

# Supplementary material for: Baf53a is involved in survival of mouse ES cells, which can be compensated by Baf53b
**Source:** Sci Rep. 2017 Oct 25;7:14059. doi: 10.1038/s41598-017-14362-4
**Supplement:** Supplementary file 1 — Supplemental data

## **Supplemental Information**

### **Baf53a is involved in survival of mouse ES cells, which can be compensated by Baf53b**

Bo Zhu<sup>\*1</sup>, Atsushi Ueda<sup>\*1</sup>, Xiaohong Song<sup>1</sup>, Shin-ichi Horike<sup>2</sup>, Takashi Yokota<sup>#1</sup> & Tadayuki Akagi<sup>#1</sup>

<sup>\*</sup>B.Z. and A.U. contributed equally in this manuscript.

<sup>#</sup>Correspondence and request for materials should be addressed to T.Y. () and T.A. ()

**Supplemental Table S1.** List of primer sequences for RT-PCR

| Gene Name           |   | Sequences                                |
|---------------------|---|------------------------------------------|
| <i>For RT-PCR</i>   |   |                                          |
| Baf53a              | F | TAGTTTCCAGGCCATTTTGG                     |
|                     | R | GTGGTGTGGGTAGCTCCACT                     |
| Nanog               | F | AGGGTCTGCTACTGAGATGCTCTG                 |
|                     | R | CAACCACTGGTTTTTCTGCCACCG                 |
| p21                 | F | GAACGGTGGAACCTTTGACTTC                   |
|                     | R | AGAGTGCAAGACAGCGACAAG                    |
| <i>For cloning</i>  |   |                                          |
| Baf53a full         | F | CAATTGATGAGCGGCGGCGTGTACGGC              |
|                     | R | GCGGCCGCTCAAGGGCATTTTCTTTCTACA           |
| Baf53b full         | F | GAATTCATGAGCGGGGCGTCTAC                  |
|                     | R | GCGGCCGCTCAGGGGCACTTCCGCTC               |
| Baf53a M3           | F | GACGGTGGCGGCAGCTTTCAGCT                  |
|                     | R | AGCTGAAAGCTGCCGCCACCGTC                  |
| Baf53a <sup>R</sup> | F | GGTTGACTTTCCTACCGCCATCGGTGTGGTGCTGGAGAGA |
|                     | R | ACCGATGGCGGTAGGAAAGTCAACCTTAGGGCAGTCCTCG |

## Legends for Supplemental Figures

### **Supplemental Figure 1. Baf53a knockdown in ES cells induces the expression of undifferentiated state marker genes and reduces ES cell proliferation.**

(A) Alkaline phosphatase stain in control and Baf53a knockdown ES cells. EGFP control siRNA (Control) or two independent Baf53a siRNAs (siBaf53a #1 and #2) were transfected into E14 ES cells. Alkaline phosphatase activity of these ES cells was detected by VECTOR Blue alkaline phosphatase substrate kit 48h after transfection and morphological features were observed. Scale bar is 250  $\mu$ m. (B) Expression of undifferentiated state marker genes in Baf53a knockdown ES cells. Expression of Baf53a, Dax1, Oct3/4, Esrrb, and Nanog mRNA in control, siBaf53a #1, or siBaf53a #2 ES cells was examined by quantitative RT-PCR. (C) Expression of Oct3/4 protein in Baf53a knockdown ES cells. Protein expression of Baf53a and Oct3/4 in control, siBaf53a #1, or siBaf53a #2 ES cells was examined by Western blot.  $\alpha$ Tubulin was used as a loading control. The result is representative of three independent experiments. (D) Proliferation of Baf53a knockdown ES cells. Control, siBaf53a #1, or siBaf53a #2 ES cells were seeded at 500, 1000, or 3000 cells per well in a 96-well dish, and subjected to WST-1 assay at 2 days after incubation. The result is representative of three independent experiments represents the means  $\pm$  standard deviations of triplicate assays.

**Supplemental Figure 2.** (A) E14 ES cells were transfected with expression vectors for empty (ev), Baf53a WT, or Baf53a M3. Transfected ES cells were cultured in the presence of 1 $\mu$ g/mL puromycin; and these cells were subjected to the WST-1 assay. The data is representative of three independent experiments. (B) Expression of exogenous Myc-

tagged Baf53a protein. Expression of either Myc-Baf53a WT or Myc-Baf53a M3 in the panel A was confirmed by Western blot analysis.  $\alpha$ Tubulin was used as a loading control. The result is representative of three independent experiments. (C) Amino acid sequence alignment of Baf53a and Baf53b. Baf53a and Baf53b consist of 429 and 426 amino acid residues, respectively, and they exhibit 84% identity of these two amino acid sequences <<http://web.expasy.org/sim/>>. The three amino acids (ERR) of Baf53a to construct Baf53a M3 are shown as red letters.

**Supplemental Figure 3.** Original full blot images of Western blot analyses. (A) Original images of Figure 1C. (B) Original images of Figure 3A. (C) Original images of Figure 4D. (D) Original images of Figure 4F. (E) Original images of Figure 5E. (F) Original images of Figure 6D. (G) Original images of Supplemental Figure 1C. (H) Original images of Supplemental Figure 2B.

A

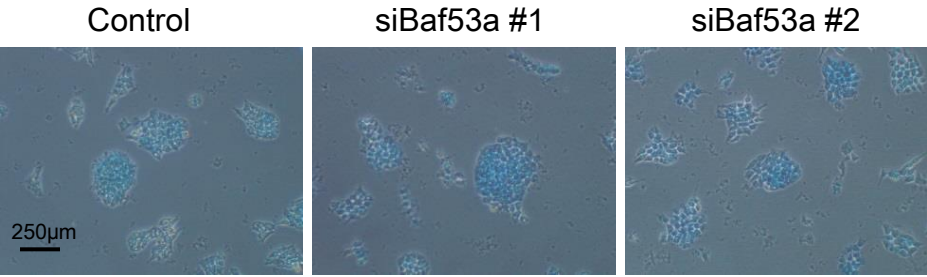

B

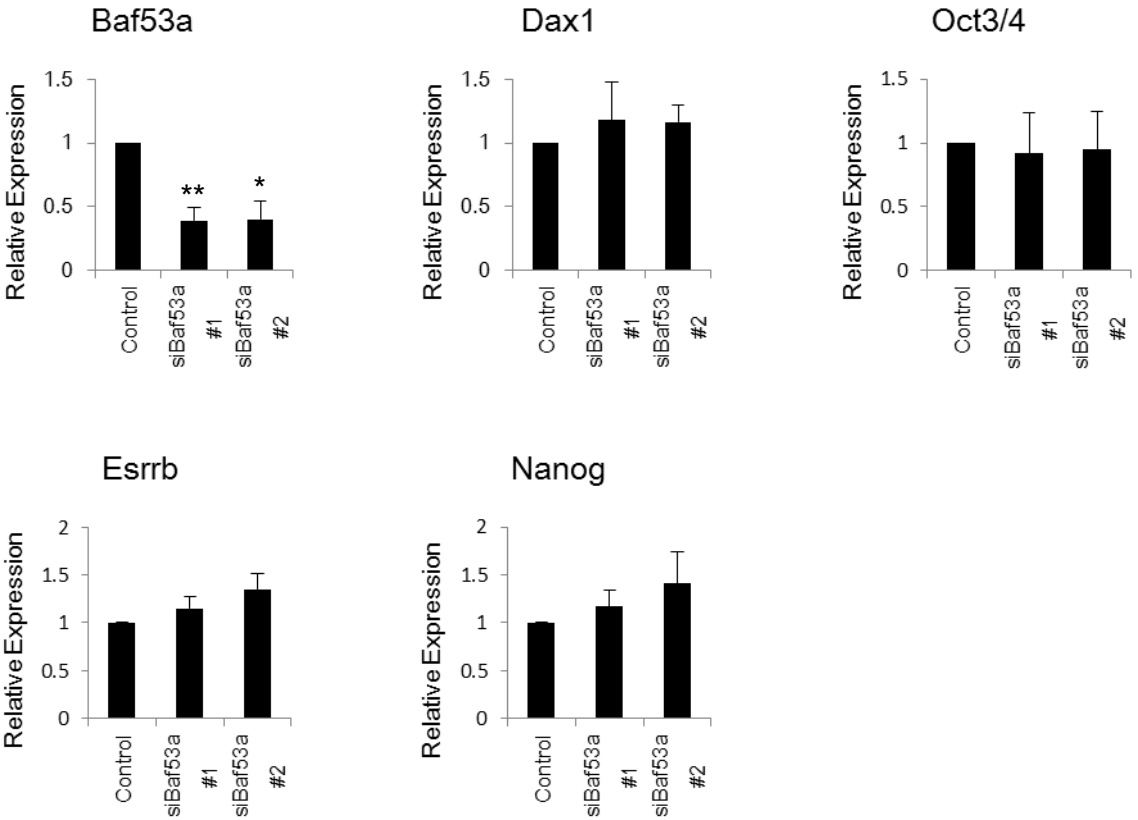

C

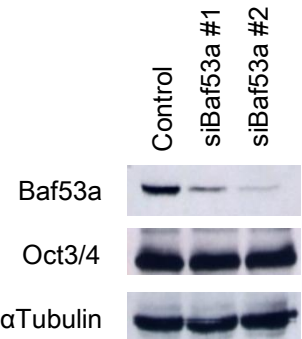

D

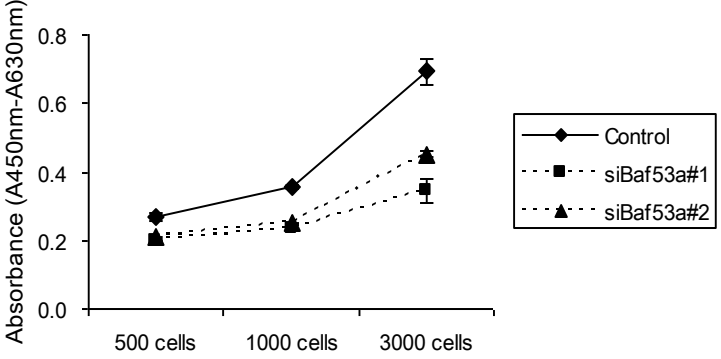

Supplemental Figure 1

A

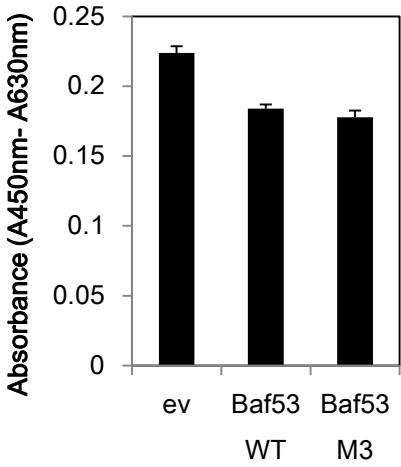

B

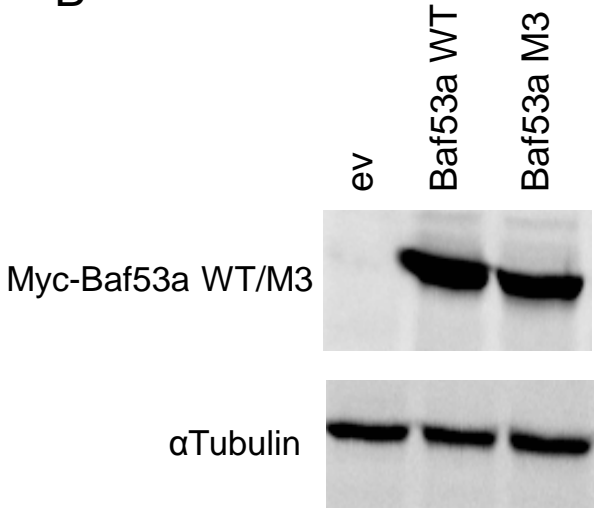

C

|        |     |                                                               |
|--------|-----|---------------------------------------------------------------|
| Baf53a | 1   | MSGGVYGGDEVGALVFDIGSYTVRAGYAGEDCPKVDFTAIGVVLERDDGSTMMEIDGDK   |
| Baf53b | 1   | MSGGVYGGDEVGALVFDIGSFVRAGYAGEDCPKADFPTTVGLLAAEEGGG--LELEGEK   |
|        |     | *****                                                         |
| Baf53a | 61  | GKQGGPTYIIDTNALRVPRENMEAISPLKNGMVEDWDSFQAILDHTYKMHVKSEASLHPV  |
| Baf53b | 59  | EKKG-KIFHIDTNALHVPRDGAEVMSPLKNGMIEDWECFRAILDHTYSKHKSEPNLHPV   |
|        |     | * * ***** *                                                   |
| Baf53a | 121 | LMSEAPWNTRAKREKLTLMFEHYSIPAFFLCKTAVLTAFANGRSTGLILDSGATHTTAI   |
| Baf53b | 118 | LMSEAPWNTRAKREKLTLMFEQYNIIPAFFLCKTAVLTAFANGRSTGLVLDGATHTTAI   |
|        |     | ***** *                                                       |
| Baf53a | 181 | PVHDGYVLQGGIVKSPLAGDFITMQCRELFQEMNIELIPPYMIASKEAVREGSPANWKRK  |
| Baf53b | 178 | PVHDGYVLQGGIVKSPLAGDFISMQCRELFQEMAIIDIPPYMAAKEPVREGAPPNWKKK   |
|        |     | ***** *                                                       |
| Baf53a | 241 | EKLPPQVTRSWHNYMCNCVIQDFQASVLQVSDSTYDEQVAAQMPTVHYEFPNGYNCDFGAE |
| Baf53b | 238 | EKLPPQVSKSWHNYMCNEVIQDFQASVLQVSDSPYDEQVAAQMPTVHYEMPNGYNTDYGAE |
|        |     | ***** *                                                       |
| Baf53a | 301 | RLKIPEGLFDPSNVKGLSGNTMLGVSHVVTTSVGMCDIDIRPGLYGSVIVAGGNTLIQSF  |
| Baf53b | 298 | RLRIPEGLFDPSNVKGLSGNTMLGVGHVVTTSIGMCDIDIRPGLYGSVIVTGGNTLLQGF  |
|        |     | * * ***** *                                                   |
| Baf53a | 361 | TDRLNRELSQKTPPSMRLKLIANNTTVERRFSSWIGGSILASLGTFOQMWIISKQEYEEGG |
| Baf53b | 358 | TDRLNRELSQKTPPSMRLKLIASNSTMERKFSPWIGGSILASLGTFOQMWIISKQEYEEGG |
|        |     | ***** *                                                       |
| Baf53a | 421 | KQCVERKCP                                                     |
| Baf53b | 418 | KQCVERKCP                                                     |
|        |     | *****                                                         |

A

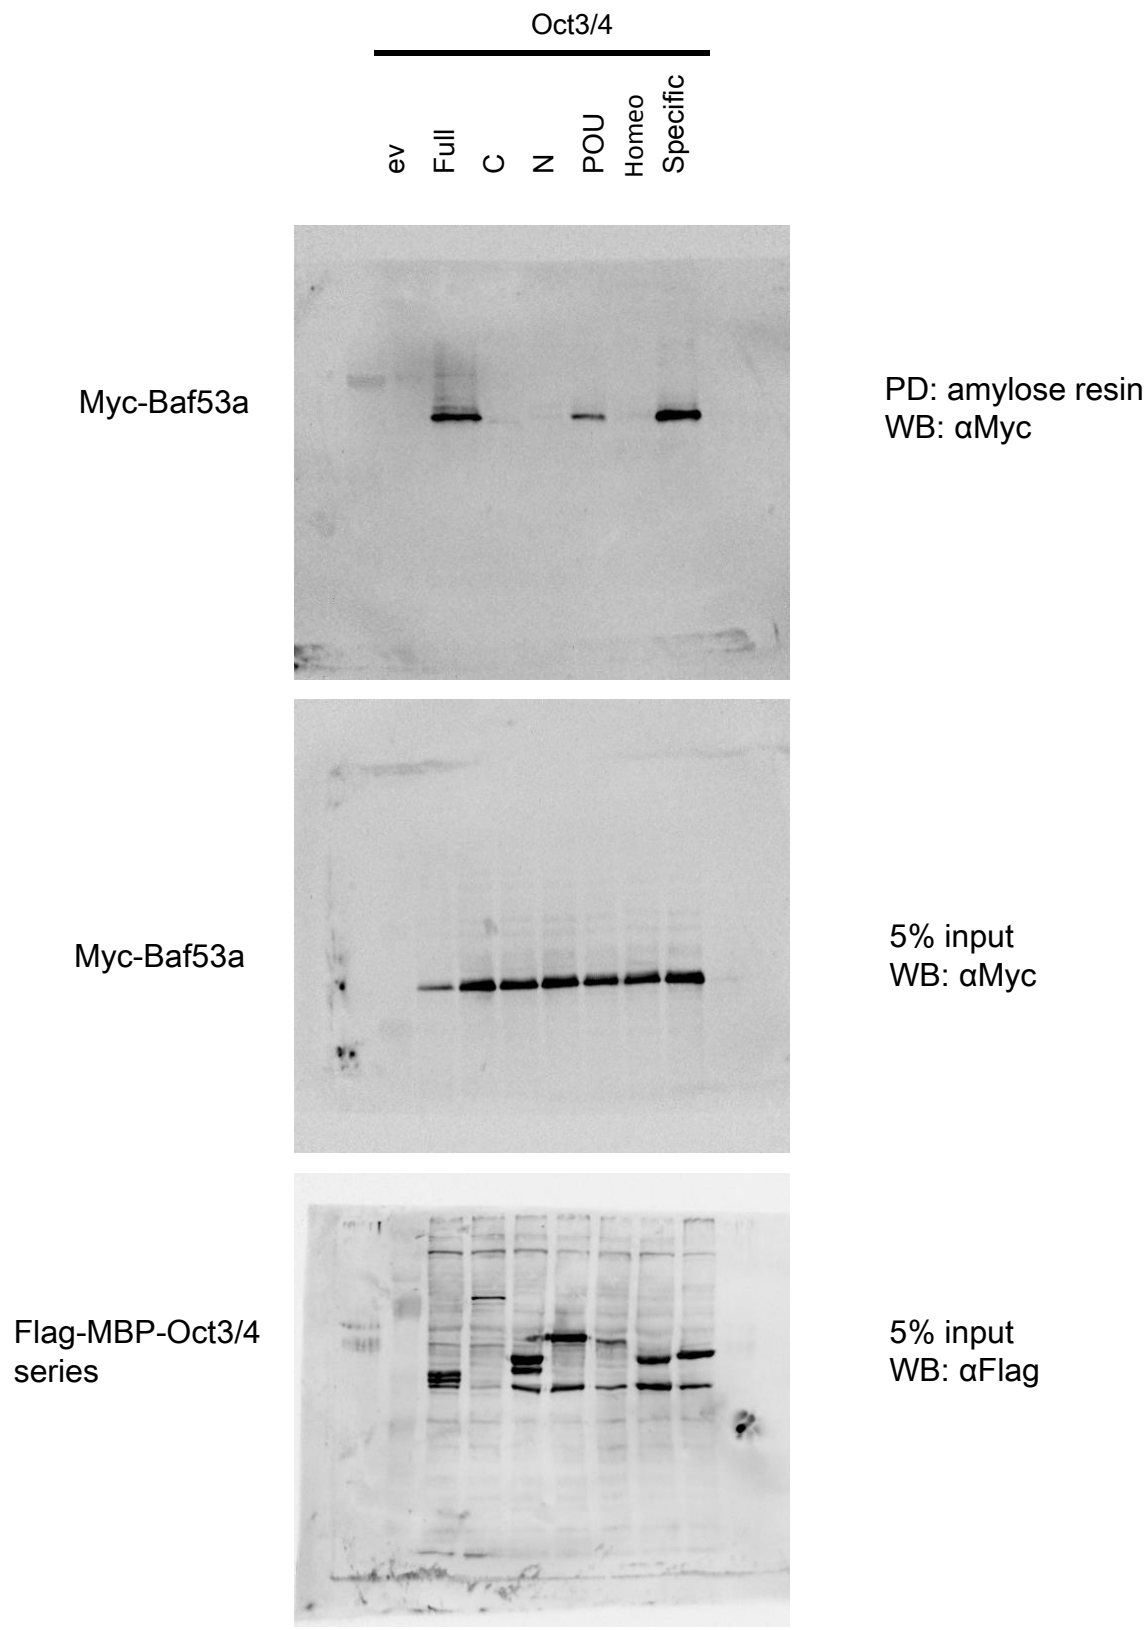

Supplemental Figure 3A

B

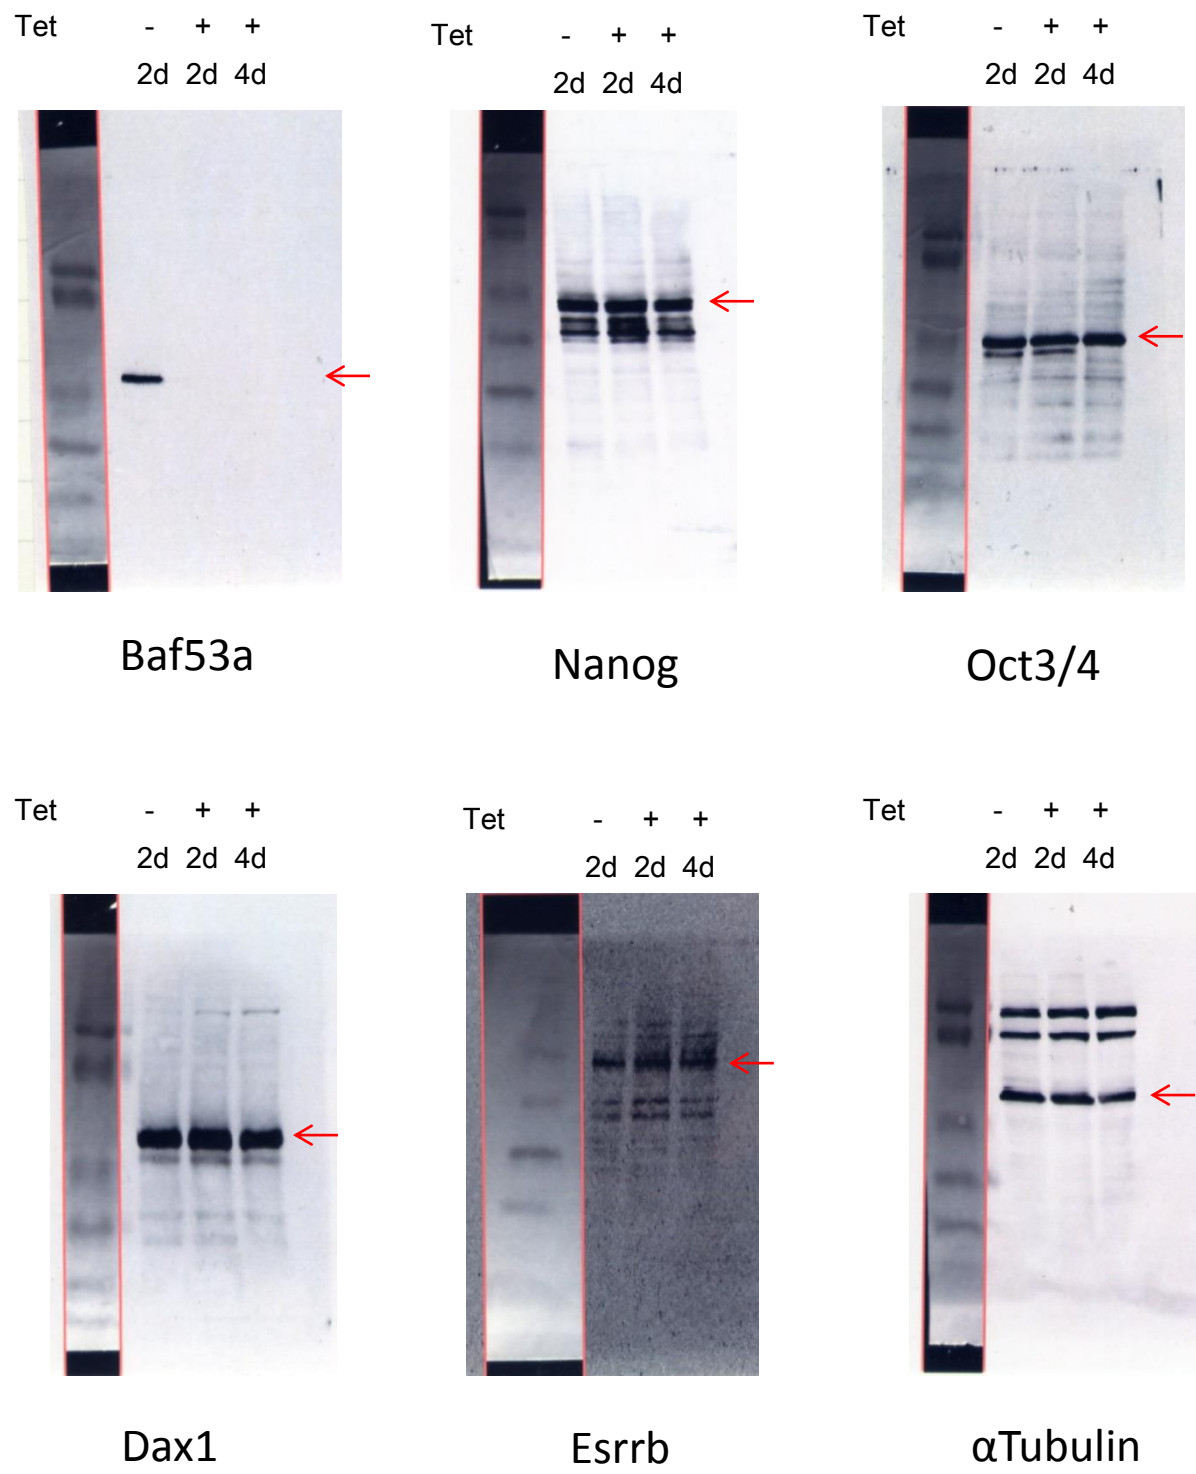

Supplemental Figure 3B

C

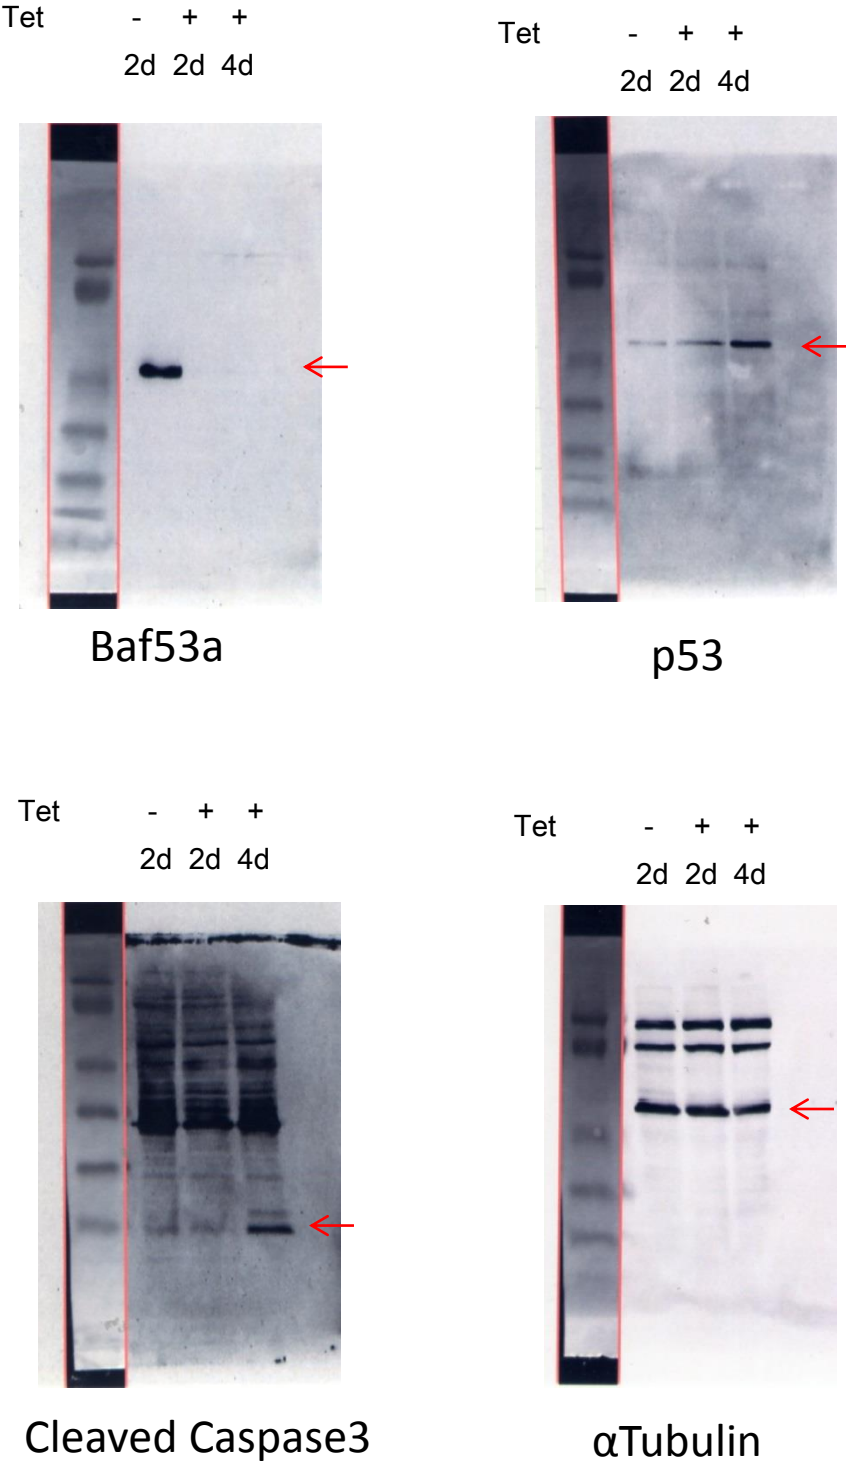

Supplemental Figure 3C

D

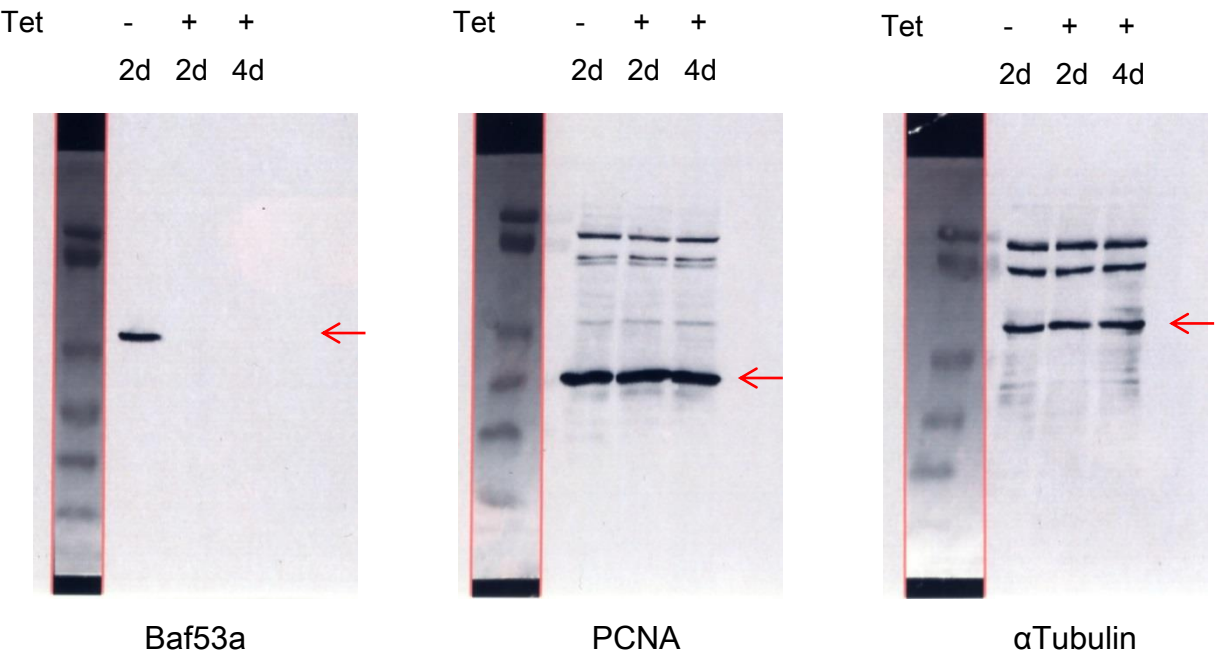

E

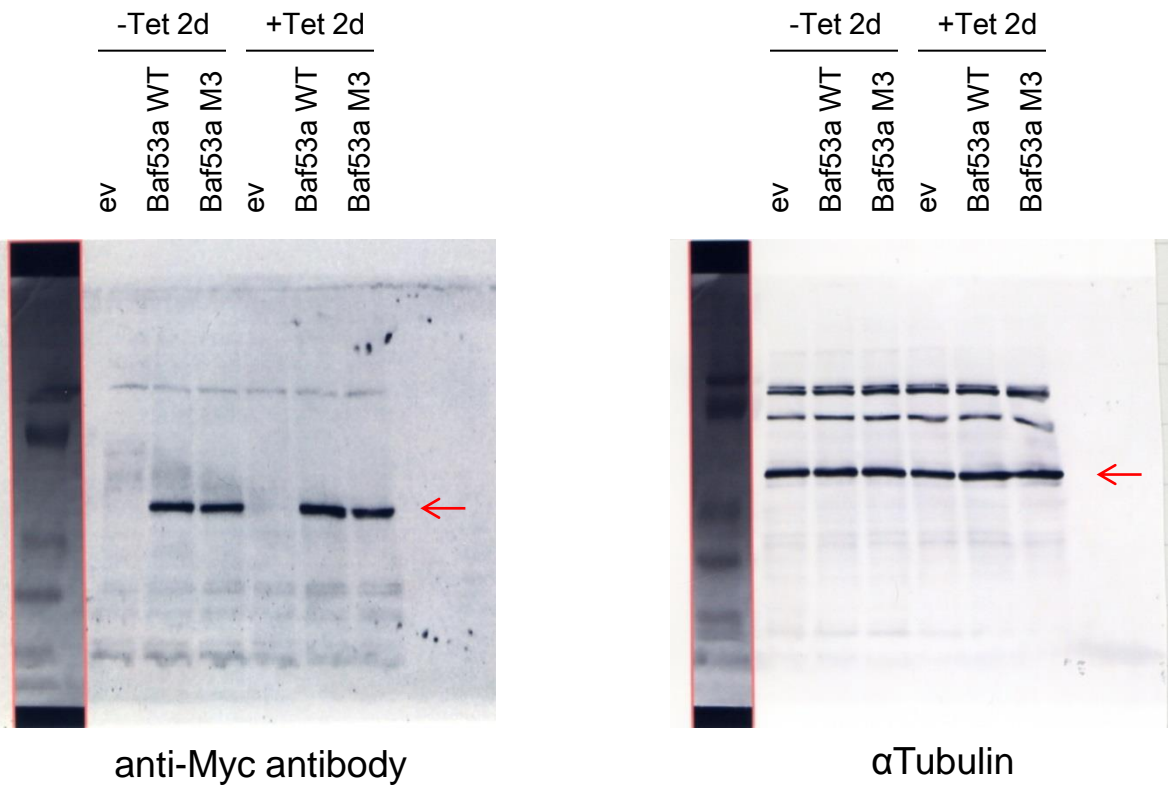

Supplemental Figure 3DE

F

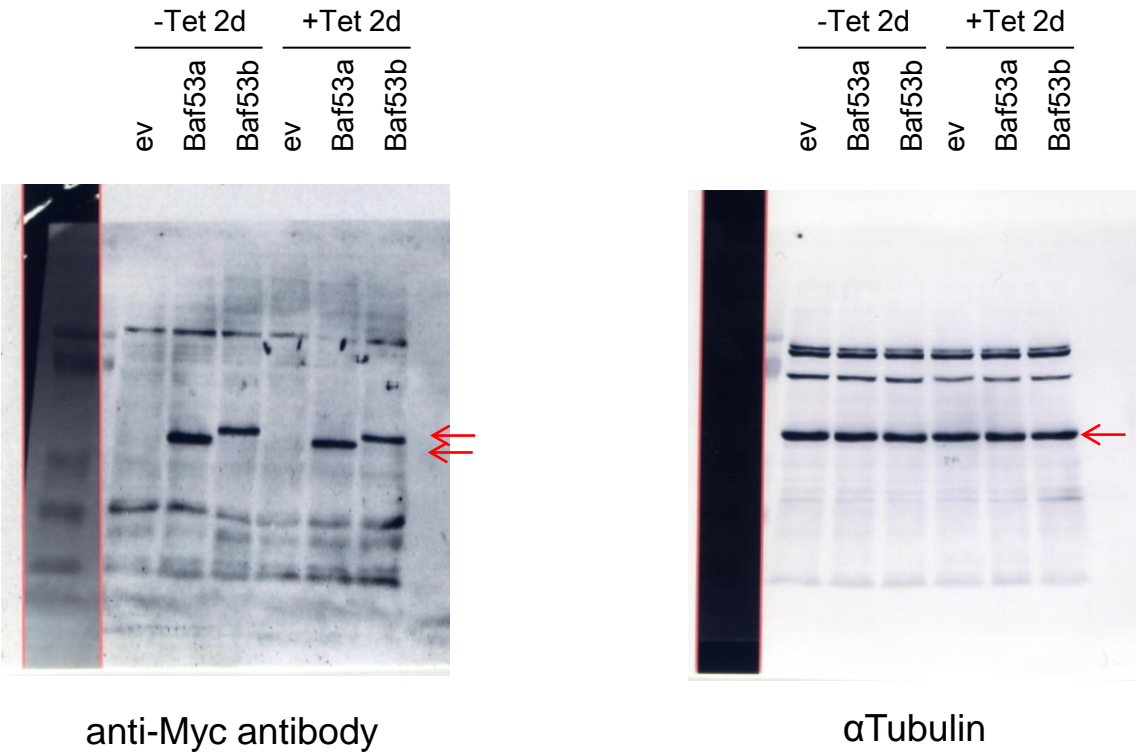

G

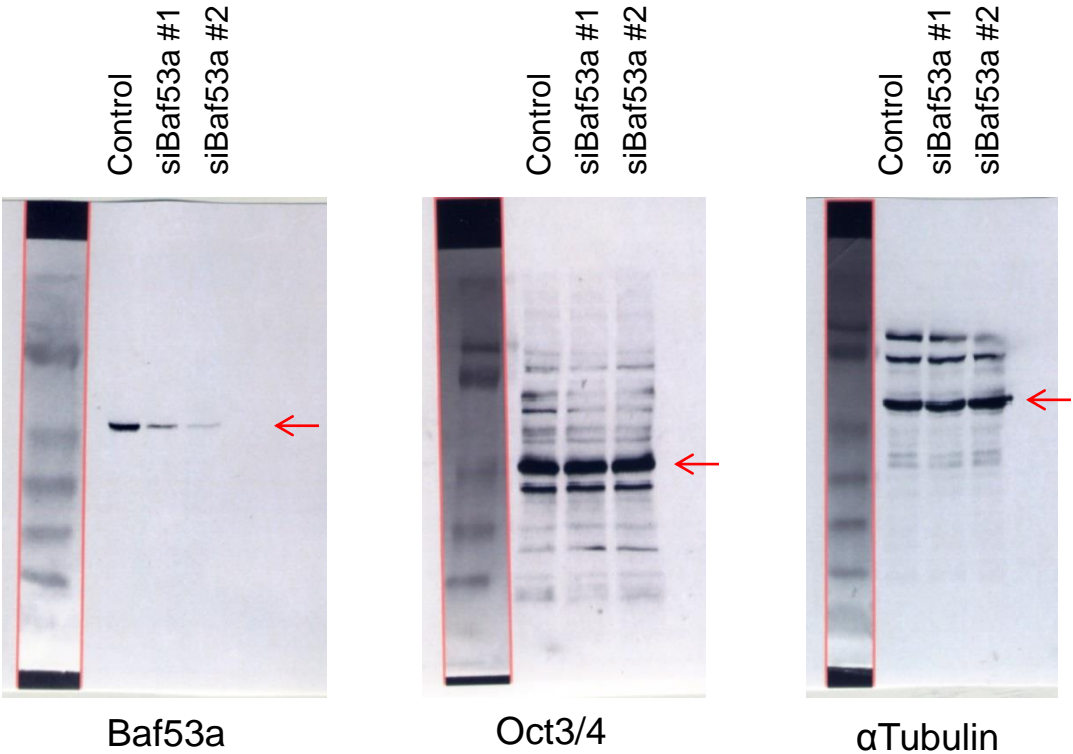

Supplemental Figure 3FG

H

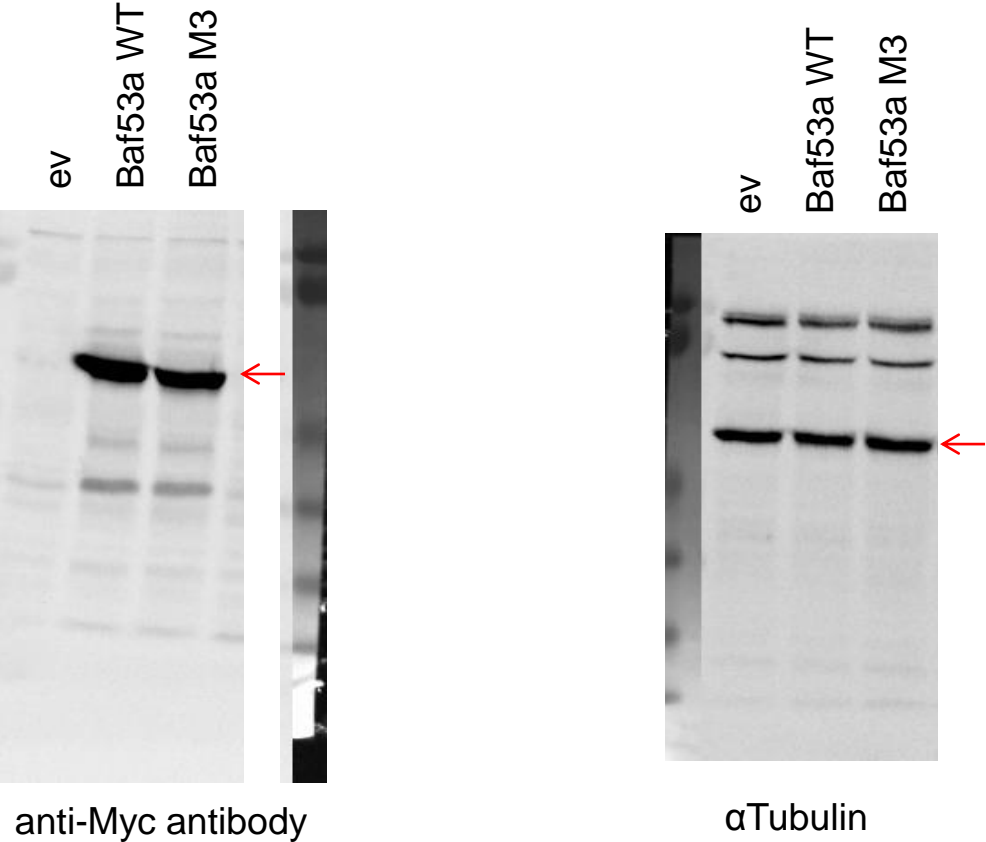

Supplemental Figure 3H

How the deposited data were processed for this re-analysis (not part of the article)

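Gene expression was measured on 2 arrays, 1 of Baf53a-expressing and 1 of Baf53b-expressing Baf53a-deficient ES cells, after 6 days of 1 μg/mL Tet. The authors extracted the scanned images with Feature Extraction 11.0.1.1 and deposited the intensity of every spot after background subtraction and spatial detrending, with flags per spot, on a design annotated on mm9. The authors also deposited a table of values for 30488 probes, each a ratio. Set against the spots, every value compared, 30479 per array, equalled the mean processed signal of the probe, taken on the log scale, divided by 1 number per array within 0.1%. Those numbers, 1160 and 1126, lay within 0.144% of the 75th percentiles used here. The paper's text does not name this scaling.

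From the intensities, control spots and spots marked as non-uniform or population outliers were left out, log2 values were averaged over the spots of a probe, and the 75th percentile of each array was subtracted. Differences are Baf53b- minus Baf53a-expressing cells. A probe counted as well above background when at least 50% of its spots carried that flag, which held for 75.2% and 76.4% of the probes. The signal over background limits what can be measured: the lowest signal well above background was 8.45 and 9.75. A probe well above background on 1 array only was given a lower bound and no fold. Probes were named through RefSeq accessions in a gene table of assembly GRCm38.p6, which differs from the build of the array design and was used for names only.

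With 1 array per condition there was no test. Intervals on shares are exact binomial intervals at 95% over probes. A 2-fold difference was the threshold for counts. The genes named in the text were chosen by a rule set before the data were examined: a list of genes taken from the paper, the 5 genes with the largest difference in each direction among probes well above background on both arrays, and the 5 with the largest lower bound in each direction among probes seen on 1 array only. The rule called for every gene the paper names, and the list drawn up for it left out some that the paper mentions in passing or as loading controls or surface markers. Probes named only by an accession, a clone or a locus number were passed over, and values of some single genes are not reported here. Lists of genes for pluripotency, primitive endoderm, p53 targets, neurons, BAF subunits, the 2-cell-like state, imprinting, hypoxia, cholesterol synthesis and immediate early genes were also set then. Lists for mesoderm, ectoderm and trophoblast were added after seeing the data. Random lists were matched within 20 groups of mean signal, 10000 per list.

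Alternatives set before the data were examined were quantile normalization, centring on the median, cyclic loess, no filter and a stricter filter on dim probes, outlier spots kept, 1 value per gene, a weaker detection flag and the authors' value table. Background correction by normexp with an offset of 50 was run on the median signal of the spots, a choice made after seeing the data. The calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and R 4.3.3 with limma 3.58.1. The steps were tested on a simulated pair of arrays with 29247 probes, of which 200 were changed by 2 on the log2 scale. All 200 were found at least 2-fold apart in the right direction, with 0 of the unchanged probes, both with the 75th percentile and with cyclic loess. The simulated changes lay far above the 2-fold threshold, and the simulated arrays differed by a constant scaling only. This test therefore does not cover changes near the threshold, small medians of gene lists or scaling that depends on brightness.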

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

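The list of primitive endoderm genes and the setting with cyclic loess were set before the data were examined. The tests of explanations for the median of this list, reported here, were chosen after that median was seen. Each result concerns genes whose array values the paper does not report, and each compares 1 array with 1 array.

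The Actl6b probe was well above background only in Baf53b-expressing cells, by at least 3.86 on the log2 scale. A swap of the sample labels would have put the brighter signal on the array labelled Baf53a-expressing, and this value goes against it. Expression from the transfected vector is the explanation the design names.

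Of the 10 lists set before the data were examined, 6 lay outside the central 95% of matched random lists. The 18 primitive endoderm genes measured had a median difference of 0.23, above all 10000 random lists, and 17 of them were higher in Baf53b-expressing cells. Named after their values were seen, Gata4 differed by 0.22, Gata6 by 0.21, Sox17 by 0.27, Dab2 by 0.40 and Lama1 by 0.30. These are small differences, and no gene of the list reached 2-fold. The 15 genes of the 2-cell-like list measured had a median of 0.14 (percentile 100), with all 15 higher in Baf53b-expressing cells, though several belong to families of near-identical copies whose probes may share signal, which the normalizations run here, such as cyclic loess with a median of 0.20, do not address. The p53 targets had a median of 0.0481 (percentile 99.93). Centring on the median, which shifts all probes alike, made it -0.0030 and left the percentile at 99.93. Over all settings run, the percentile of the p53 targets lay between 99.68 and 99.96. The neuronal genes had a median of 0.10 (percentile 99.8), which changed sign under quantile normalization. Of the 21 measured, 11 were higher in Baf53b-expressing cells, so this median was the smallest of the rises. Under cyclic loess the neuronal list lay inside the central 95% (percentile 86.1). The imprinted genes had 0.0728 (percentile 98.2) and the immediate early genes 0.0739 (percentile 99.5).

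For the primitive endoderm genes, a scaling error that depends on brightness was tested with cyclic loess, after which the list stayed at percentile 100 with a median of 0.22. The spot noise of probes of like brightness, drawn 10000 times around the median of the matched lists, gave list medians of -0.0565 to 0.0279 in the central 95% of draws, below the 0.23 observed. This covers noise between spots within an array only. A chance draw of genes would place about 1 in 20 lists outside the central 95%, and 6 of 10 lay outside. The random lists draw genes independently, whereas genes of a list may vary together between any cultures, so these percentiles say nothing about how often a second pair of cultures would differ as much. More differentiation of every kind was tested with lists added after seeing the data. Of these, 1 lay above the central 95%, the trophoblast list (median 0.20, percentile 100), while mesoderm (0.08, percentile 83.8) and ectoderm (0.08, percentile 93.7) lay inside it, and the trophoblast list shares 3 genes with mesoderm and 2 with ectoderm. General differentiation is thus not decided by these lists. The exchange of Baf53a for Baf53b and a difference between these particular cultures both stay open, since there was 1 array per condition. As a hypothesis only, Baf53b-expressing cultures may hold slightly more primitive endoderm expression.

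Among the probes seen on 1 array only, 81 in Baf53b-expressing cells and 44 in Baf53a-expressing cells were at least 2-fold above the limit of the other array. The excess in Baf53b-expressing cells depended on the scaling, with 68 against 48 when arrays were centred on the median and 60 against 56 under quantile normalization. The limit also differed, at a signal of 8.45 in Baf53a-expressing and 9.75 in Baf53b-expressing cells. This allows larger bounds for probes seen only in Baf53b-expressing cells, and its share of the excess was not tested. Probes seen on 1 array only are dim on the other by the way they were chosen, so low signal was not tested as an explanation for them. No biological explanation was tested for these probes.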

How the results depend on the processing

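Background correction by normexp, run on the median signal, was chosen after seeing the data; normexp on the mean signal, set before, was not run because that column was not analysed here. No paired analysis was possible because there was 1 array per condition, and for the same reason no replicate was left out and the slide was not fitted as a block.

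In each setting with the filter on dim probes at least 99.7% of the probes lay within 2-fold. Without the filter, r was 0.9960 and rho 0.9946, 96.6% of the probes lay within 2-fold, 847 were higher and 490 lower in Baf53b-expressing cells, and the SD was 0.383. With the stricter filter, r was 0.9987 and rho 0.9979, 100% lay within 2-fold with 0 higher and 0 lower, and the SD was 0.123. With 1 value per gene, r was 0.9982 and rho 0.9983, 99.8% lay within 2-fold, 17 genes were higher and 15 lower, and the SD was 0.189. These shifts follow from which probes enter. With outlier spots kept, r was 0.9983, rho 0.9977 and the SD 0.209. With normexp, whose offset of 50 draws dim signals together, r was 0.9991 and rho 0.9973, 99.99% lay within 2-fold with 0 higher and 2 lower, the SD was 0.129, the probes seen on 1 array only with a bound of at least 2-fold fell to 1 in Baf53a- and 5 in Baf53b-expressing cells, and the bound for Actl6b was 1.52 on the log2 scale. The SD was 0.199 under quantile normalization and 0.200 under cyclic loess; for these the cause was not tested.

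The split of higher against lower probes depended on the scaling. It was 40 to 34 in the main setting, 32 to 53 under quantile normalization, 36 to 46 under cyclic loess and 37 to 42 with arrays centred on the median, so the direction of the excess is not settled. With cyclic loess, 70 of its 82 probes at least 2-fold apart were also among the main 74. With the weaker detection flag, 692 probes were seen only in Baf53a-expressing cells, and bounds of at least 2-fold rose to 230 in Baf53a- and 353 in Baf53b-expressing cells; the cause was not tested. The correlation between the differences of 2 probes of a gene, 0.272 in the main setting, was 0.0799 without the filter, 0.586 with the stricter filter and 0.378 with normexp.

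Of the gene lists, only that of neuronal genes moved across a limit of the central 95% of matched random lists, with a median of -0.0123 under quantile normalization and 0.0290 under cyclic loess, against 0.102; the cause was not tested. Inside those limits, the hypoxia list moved from percentile 88.2 to 43.5 under cyclic loess and 46.5 under normexp, and the mesoderm list from 83.8 to 35.5 under normexp. The median of the primitive endoderm genes stayed between 0.17 and 0.23 over all settings run. Of the 48 genes named, 11 moved under normexp by more than the spot SD of a difference over all probes, 0.133, and 7 of these crossed 2-fold. In the other settings 0 moved by more than that and 0 crossed 2-fold. Against the spot SD of probes of like brightness, 0.0594 in the brightest of the 5 groups, a comparison chosen after seeing the data, 11 genes moved under normexp, 9 under quantile normalization, 8 under cyclic loess and 0 in the other settings.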

Other observations

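The tests on probes at least 0.5 log2 apart, on any probe against the other probes of its gene and on the spots of Gkn2 were chosen after seeing the data.

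Low signal and spot noise were weighed for the 74 probes at least 2-fold apart. Of these, 75.7% lay in the dimmest of 5 groups of equal size and none in the brightest pair of groups, as low signal predicts. A scaling error that depends on brightness would have removed many of them. After cyclic loess 82 probes were at least 2-fold apart, and 70 of the 74 were among them. A gradient over the slide would have made neighbouring spots differ together, and the correlation of a spot with its neighbours was 0.0388. The processed signals had already been spatially detrended, so this value concerns only a gradient left after that step. With the first and second probe of a gene taken in order of probe name, as set before the data were examined, 3 genes had a first probe at least 2-fold apart, and the second had the same sign in 2 of them, too few for this test to decide on spot noise. With any probe in place of the first, 13 probes at least 2-fold apart had another probe of the same gene measured. The mean of the other probes had the same sign in 61.5% of them, inside the 23.1% to 76.9% of the central 95% of shuffles, was at most 0.23 from 0 and in 0 of the 13 reached 0.5 in the same direction. Spot noise would give this, and so would a difference that concerns only the sequence of that probe, which was not tested. Among 73 genes whose first probe by name differed by at least 0.5, the second had the same sign in 71.2%, above the 39.7% to 61.6% of the central 95% of shuffles, and after cyclic loess in 64.7%, above 38.2% to 61.8%. So spot noise alone does not account for these differences as a set. The second probe reached 0.5 in the same direction in 6 of the 73, and its median was 0.113 of the first, so at this size, too, most of the difference was not shared between probes.

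Gkn2 was the one probe among the 74 with 10 spots. They had a mean of -4.15 (SD 0.0404 between spots) in Baf53a-expressing cells and -5.69 (SD 0.224) in Baf53b-expressing cells, and the closest spots of the arrays were 1.096 apart on the log2 scale, which spot noise would not give. A difference of the cultures or of the hybridisations stays open.

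Across 4210 genes with 2 probes, the differences of both probes correlated with r = 0.272 and rho = 0.330, against -0.0298 to 0.0306 for the central 95% of 10000 shuffles. In the brighter part of the probes, above the median signal, r was 0.590, and in the dimmer part 0.187. These are correlations across genes, which are not independent replicates.

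The Actl6a probe differed by -0.04 between the arrays, although only 1 of the cell populations was transfected with Baf53a. The paper reports short deletions in both Baf53a alleles of these cells. The probe value does not separate transcripts of those alleles, if any, from transfected ones. Zfp57 was lower in Baf53b-expressing cells than any other of the 830 genes of like signal, also after cyclic loess, and both of its probes fell. The paper states that Baf53b was undetectable in ES cells. On the array of Baf53a-expressing cells the Actl6b probe was not well above background, in transfected cells that the statement is not about.

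Denser culture was tested with 2 lists set before the data were examined. The 19 hypoxia genes measured had a median of 0.01 (percentile 88.2) and changed sign under cyclic loess, quantile normalization, centring on the median and normexp, and the 20 cholesterol synthesis genes a median of -0.05 (percentile 15.9). Members of both lists went both ways, so these medians do not decide whether the cultures differed in density.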
